# The asynchronous establishment of chromatin 3D architecture between in vitro fertilized and uniparental preimplantation pig embryos

**DOI:** 10.1186/s13059-020-02095-z

**Published:** 2020-08-10

**Authors:** Feifei Li, Danyang Wang, Ruigao Song, Chunwei Cao, Zhihua Zhang, Yu Wang, Xiaoli Li, Jiaojiao Huang, Qiang Liu, Naipeng Hou, Bingxiang Xu, Xiao Li, Xiaomeng Gao, Yan Jia, Jianguo Zhao, Yanfang Wang

**Keywords:** Pig, Early embryos, Chromatin 3D architecture, In vitro fertilization, Parthenogenesis, Androgenesis

## Abstract

**Background:**

Pigs are important animals for agricultural and biomedical research, and improvement is needed for use of the assisted reproductive technologies. Determining underlying mechanisms of epigenetic reprogramming in the early stage of preimplantation embryos derived from in vitro fertilization (IVF), parthenogenesis, and androgenesis will not only contribute to assisted reproductive technologies of pigs but also will shed light into early human development. However, the reprogramming of three-dimensional architecture of chromatin in this process in pigs is poorly understood.

**Results:**

We generate three-dimensional chromatin profiles for pig somatic cells, IVF, parthenogenesis, and androgenesis preimplantation embryos. We find that the chromosomes in the pig preimplantation embryos are enriched for superdomains, which are more rare in mice. However, p(s) curves, compartments, and topologically associated domains (TADs) are largely conserved in somatic cells and are gradually established during preimplantation embryogenesis in both mammals. In the uniparental pig embryos, the establishment of chromatin architecture is highly asynchronized at all levels from IVF embryos, and a remarkably strong decompartmentalization is observed during zygotic genome activation (ZGA). Finally, chromosomes originating from oocytes always establish TADs faster than chromosomes originating from sperm, both before and during ZGA.

**Conclusions:**

Our data highlight a potential unique 3D chromatin pattern of enriched superdomains in pig preimplantation embryos, an unusual decompartmentalization process during ZGA in the uniparental embryos, and an asynchronized TAD reprogramming between maternal and paternal genomes, implying a severe dysregulation of ZGA in the uniparental embryos in pigs.

## Background

The domestic pig (*Sus scrofa domesticus*) is widely regarded as an important agricultural livestock species and also a crucial biomedical animal model. Given the remarkable similarity to humans, e.g., comparable size and similar early-stage embryonic development [1], the pig provides a unique model for human developmental biology research. Assisted reproductive technologies, including in vitro fertilization (IVF), parthenogenesis (PA), and androgenesis (AG), are widely used in pig reproduction and early-stage embryo development studies. Particularly, the delayed development in PA and AG embryos compared with IVF was overly severe. Thus, understanding the molecular mechanisms utilized by early stage embryos will not only contribute to increased litter size for commercial pig breeding and production, but also to the creation of genetically modified pig models for biomedical research [2]. It is well known that intensive epigenetic reprogramming and chromosome remodeling in preimplantation embryos is a prerequisite to establish a successful pregnancy [2] and that epigenetic reprogramming is reliant on the 3D chromatin architecture of physical bases. However, the three-dimensional structure of chromatin and its reprogramming in preimplantation development remain poorly understood for pig.

The three-dimensional (3D) architecture of the genome plays a central role in the function of nuclei and found drastic reprogramming during early embryonic development [3, 4]. Our understanding of chromatin architecture has been deepened by chromosomal conformation capture-based methods, such as Hi-C and ChIA-PET [5–7]. In eukaryotic nuclei, interphase chromatin is folded in hierarchical structure, including chromosome territories (CT), compartments A and B, topologically associating domains (TADs), and chromatin loops [8–10]. Compartments A and B are associated with open and dense chromatin, respectively. TADs appear to be fundamental structural units, which are conserved across different cell types and across species. Regulatory interactions between promoter and enhancers are believed to have gone through chromatin loops. Structural proteins (e.g., CTCF and cohesin) play central roles in chromatin organization [11]. Biophysics models have been proposed, and a loop extrusion model has drawn much attention in recent years [12]. Genome-wide investigation of chromatin structure in early embryonic development has been possible with the development of low-input and single-cell Hi-C [13, 14], and multiple datasets have appeared in the literature for model systems, such as human [15], mouse [16, 17], zebrafish [18], and *Drosophila* [19, 20], as well as for nonmodel systems, such as medaka [21]. Overall, results obtained for all species studied indicate a reconstruction of chromatin structure. In mouse and *Drosophila*, severely weakened or a lack of structural features (e.g., A/B compartments or TADs) were observed before zygotic genome activation (ZGA), while structural organization emerged at the onset of or immediately after ZGA [16, 17, 19]. In a preprint paper, the authors also reported the emergence of weak structures during ZGA in medaka embryos [21]. In zebrafish, chromatin structure displays a unique systemic loss and regain pattern and the structured organizations are lost when ZGA [18]. In human, TAD is gradually established while compartments are lost in 2-cell embryos and are re-established during embryonic development [15]. The pattern and rate of the chromatin architecture establishment vary from species to species. Thus, species-specific patterns of chromatin dynamics are critical to understand characteristics of embryo development and abnormalities of special in vitro embryos.

In this study, we generated Hi-C maps for somatic cells and various types of preimplantation embryos (IVF, PA, and AG) in pigs. Notably, we found a potential pig-specific feature for the chromosomes in preimplantation embryos. The compartment domains that larger than 10M (i.e., superdomains) were much more prevalent in pig embryos than mouse embryos. Except for the superdomains, the p(s) curves, compartments, and TADs were largely conserved in somatic cells and were gradually established during preimplantation embryogenesis in both mammals. Remarkably, the establishment of chromatin architecture was highly asynchronized during the development of uniparental pig embryos, especially the strong decompartmentalization was seen during zygotic genome activation (ZGA). Our data not only provide valuable resources for evolutionary research on genome architecture, but also can be used as a unique reference for IVF and uniparental pig reproduction.

## Results

### Chromatin architecture is largely conserved in embryonic fibroblast cells between mouse and pig

Using pig embryonic fibroblasts (PEFs), we performed sisHi-C assay and obtained highly reproducible Hi-C maps between two replicates (Table S1 and Fig. S1A), with an average of 256 million *cis*-paired reads for each replicate. The reproducibility of the Hi-C data was validated by HiCRep, GenomeDISCO, and Pearson correlation coefficient (PCC) analyses of contact matrices between replicates (Fig. S1A, B and C) [22]. The Hi-C contact map of PEF showed canonical chromatin organization, including compartments and TAD (Fig. 1a). By comparing to mouse embryonic fibroblasts (MEF), we assessed the similarity of genome architectures between pig and mouse at the chromatin contact frequency curve p(s), A/B compartments, and TAD levels [23] and found that the two mammalian genome architectures were largely conserved. At the p(s) level, the similarity of two p(s) was assessed by Jensen-Shannon divergence (JSD). We found the JSD between PEFs and MEFs were 0.0035, which is comparable to the average JSD of replicates of all our samples (0.0038) (Fig. 1b). At the level of compartment, the two cell types showed similar arrangement of compartment assignments. There were 72.6% of homologous bins (50 kb) in PEFs that had identical compartment assignments in MEFs (Fig. 1c, see Materials and Methods), and compartment strengths between PEFs and MEFs were also comparable (*p* = 0.373, Fig. S1D). 

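Histone marks in pig embryonic fibroblasts (PEFs), which were cultured from fetuses of Large White pigs, were profiled by ChIP-seq, in which DNA fragments bound to a modified histone are pulled down with an antibody and sequenced. H3K4me3 is a mark of promoters, and H3K27ac is a mark of active promoters and enhancers. There were 2 replicates for each mark, all from untreated PEFs. Table S1 of the paper gives 118623864 and 132243272 total reads for H3K4me3 replicates 1 and 2, and 128903580 and 128492236 for H3K27ac. The authors mapped the reads with bowtie2, kept fragments with both ends uniquely mapped, removed duplicates and called narrow peaks with MACS2. Their peak lists, one per replicate, give the position of each peak with its fold enrichment over the control, −log10 p-value and −log10 q-value, and these scores were used as the authors computed them. The lists held 37932 and 43516 H3K4me3 peaks, or 40724 ± 3948 (SD, n = 2), and 74983 and 81164 H3K27ac peaks, or 78073.5 ± 4371 (SD, n = 2). The median fold enrichment was 9.27 and 6.16 for H3K4me3 and 4.84 and 4.75 for H3K27ac. The positions were read on Sscrofa11.1, and peaks on chromosomes 1 to 18 and X were compared with each other and with annotated genes.
The replicates were compared by overlap of at least 1 bp, averaged over both directions. For H3K4me3, 91.0% of replicate 1 peaks and 77.2% of replicate 2 peaks overlapped a peak of the other replicate. The average was 84.1%, against a mean of 6.10% after 1000 circular shifts of the peaks within chromosomes (one-sided permutation test, p = 0.001, the smallest p that 1000 shifts can give). For H3K27ac, 86.4% of replicate 1 peaks and 81.5% of replicate 2 peaks overlapped, against a mean of 11.2% after shifts (p = 0.001 in the same permutation test). With an irreproducible discovery rate (IDR) of 0.01 in place of the overlap, 54.3% of H3K4me3 and 42.6% of H3K27ac peaks were shared, the largest change of these values under any alternative. Fold enrichment of overlapping peaks was correlated between the replicates, with a Spearman's rho of 0.877 across 34357 H3K4me3 pairs and 0.797 across 68508 H3K27ac pairs. These are correlations across peaks, which are not independent replicates, so no p-value is given.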

The accuracy of compartment assignments in PEFs were validated by our ChIP-seq data of two histone modification marks, H3K27ac and H3K4me3 (Table S1), and a public RNA-seq data [24]. The A compartment showed higher levels of gene expression (*p* = 1.84E−7, Fig. 1d) and also showed an enrichment of H3K4me3 and H3K27ac modification marks (*p* = 0.001, Fig. 1e), compared with B compartments. 

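Both marks were set beside annotated genes and beside each other; the compartments themselves were not analysed here. A gene transcription start site (TSS) lay within 1 kb of 35.0% and 30.5% of the H3K4me3 peaks of replicates 1 and 2, compared with 4.25% and 4.24% after circular shifts. The share of H3K27ac peaks was lower, at 16.0% and 15.2%, compared with 4.26% and 4.15% after shifts. Each of these shares was above all 1000 shifts (one-sided permutation test, p = 0.001). The difference between the marks was larger than the spread between replicates, as the mean was 32.8% ± 3.17 (SD, n = 2) for H3K4me3 and 15.6% ± 0.565 (SD, n = 2) for H3K27ac. Counting a TSS within 5 kb moved these means most, to 41.9% and 23.9%. Of 28077 annotated genes, 15564 had an H3K4me3 peak at the TSS in both replicates, and 84.9% of these also had an H3K27ac peak in both replicates. Of the 12060 genes with no H3K4me3 peak in either replicate, 5.88% had an H3K27ac peak in both.
Peaks were then counted in 50 kb bins, the bin size the methods use to compare compartments with histone marks. The number of H3K27ac peaks and the number of H3K4me3 peaks were correlated across the 47843 bins, with a Spearman's rho of 0.615 in replicate 1 and 0.672 in replicate 2, and 1000 circular shifts reached at most 0.0915 and 0.108 (one-sided permutation test, p = 0.001). With 300 kb bins the mean rho rose most, to 0.807. Bins are not independent replicates, and the shifts keep the order of bins along each chromosome. The number of gene TSSs per bin was correlated with H3K4me3 peaks, with a rho of 0.497 and 0.445, and less strongly with H3K27ac peaks, with a rho of 0.303 and 0.313 (p = 0.001 in the same permutation test). In the 30751 bins without a TSS there were 0.470 ± 0.0977 H3K4me3 peaks and 1.23 ± 0.0563 H3K27ac peaks per bin (SD, n = 2). In the 2439 bins with 3 or more TSSs there were 2.47 ± 0.0267 and 3.08 ± 0.233 (SD, n = 2), respectively.

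**Figure D1:**
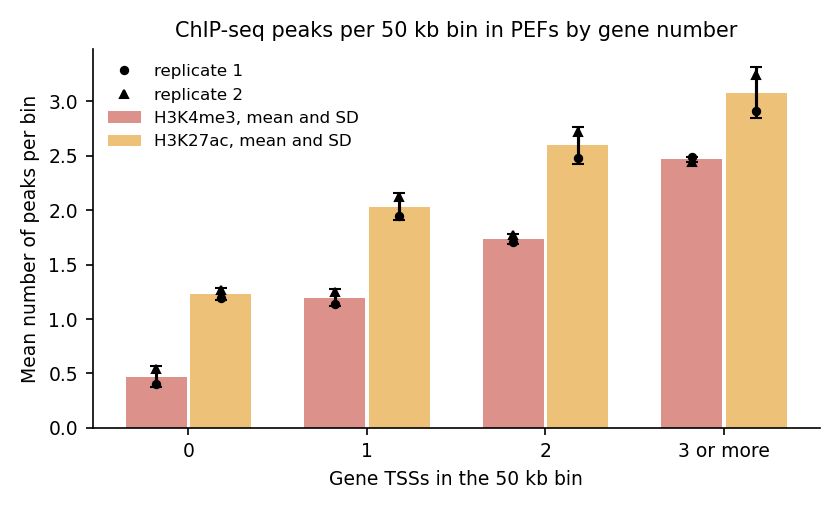
Mean number of ChIP-seq peaks per 50 kb bin (y axis) in bins with 0, 1, 2, or 3 or more gene TSSs (x axis) for H3K4me3 and H3K27ac in PEFs. Bars are means and error bars SDs of 2 replicates, drawn as points; the H3K4me3 mean is 0.470 in bins without a TSS and 2.47 in bins with 3 or more.

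From the higher gene expression in A compartments in public RNA-seq data, which were not analysed here, and the enrichment of both marks there compared with B compartments, the paper concludes that the compartment assignments in PEFs were accurate. In PEFs the methods use the density of H3K27ac signal to tell A from B, so its enrichment in A is not independent evidence. Nor is the enrichment of H3K4me3 fully independent, as its peak number was correlated with that of H3K27ac across bins.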

At the TAD level, these two mammals also showed remarkable conservation. There were 6038 TADs identified with a median size of 360 kb in PEFs using our recently developed algorithm deDoc [25]. 

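Binding of CTCF, a DNA-binding protein found at TAD boundaries and loop anchors, was profiled in PEFs by ChIP-seq in 2 replicates, processed by the authors in the same way as the histone marks. The replicates differ in depth. Table S1 of the paper gives 36693748 total reads for replicate 1 and 121531608 for replicate 2, and the peak lists held 40289 and 44682 peaks, or 42485.5 ± 3106 (SD, n = 2). Between the replicates, 90.8% of peaks overlapped, against 2.66% after 1000 circular shifts (one-sided permutation test, p = 0.001), and fold enrichment was correlated with a rho of 0.938 across 38248 overlapping pairs. Of the peaks of the shallower replicate 1, 95.9% were found in replicate 2, and 85.7% of the replicate 2 peaks were found in replicate 1.
An annotated TSS lay within 1 kb of 9.87% of CTCF peaks in replicate 1 and 10.8% in replicate 2, compared with 3.02% and 3.13% after circular shifts. CTCF peaks overlapped an H3K27ac peak of the same replicate number in 27.6% and 30.5% of cases, compared with 8.27% and 8.79% after shifts. They overlapped an H3K4me3 peak in 21.9% and 24.0% of cases, compared with 3.96% and 4.79% after shifts. All of these shares exceeded those of the 1000 shifts (one-sided permutation test, p = 0.001). Across 50 kb bins, the number of CTCF peaks was correlated with the number of gene TSSs with a rho of 0.287 and 0.293. The order of CTCF and H3K27ac depended on the bin, as the mean rho was 0.290 for CTCF and 0.308 for H3K27ac with 50 kb bins, but 0.580 and 0.488 with 300 kb bins. TAD boundaries and insulation scores come from the Hi-C data, which were not analysed here.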

The accuracy of TAD identification was evidenced by the aggregate analysis of insulation score (Fig. 1f), and further supported by the enrichment of TSS, and CTCF binding in the TAD boundaries (Fig. 1g). Moreover, CTCF motifs within the TAD boundaries showed a clear convergent distribution (Fig. 1h), suggesting that loop extrusion may also work in pigs [8]. 

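The CTCF motif was learned from the DNA sequence under CTCF peaks, because the peak lists carry no strand. A motif of 19 bp was fitted to the 600 peaks of replicate 1 with the highest fold enrichment on odd-numbered autosomes, and was then searched within 100 bp of the summits of peaks on even-numbered autosomes. Its consensus was TGGCCACTAGAGGGCGCTA. A motif with p under 0.0001 per position was present in 15988 of 17958 peaks in replicate 1 and in 17377 of 19860 peaks (87.5%) in replicate 2, compared with 11.5% and 11.4% of control sequences at 1 kb from the same summits. The odds ratios were 62.5 and 54.4, and the two-sided p of Fisher's exact test was below 2.23e-308 in each library, the smallest number the computation can hold. The test does not use the pairing of each peak with its own control. A stricter motif threshold of 1e-05 moved the mean share most, to 70.5%. The share with a motif was higher among peaks of higher fold enrichment, from 73.97% of the 4395 lowest peaks in replicate 1 and 71.1% of the 4828 lowest in replicate 2 to 97.5% of the 4493 highest and 97.6% of the 4953 highest. The median distance between motif and summit was 15 and 14 bp, and 49.9% of the motifs in each replicate were on the forward strand.

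**Figure D2:**
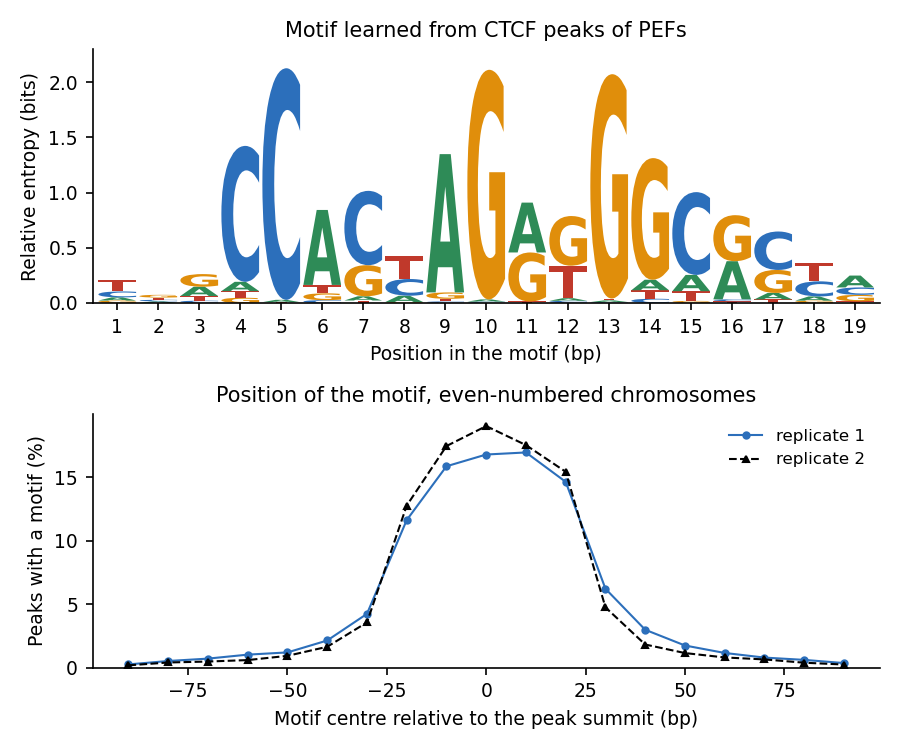
Top, the motif learned from CTCF peaks of PEFs, with relative entropy (y axis, bits) shown by the height of each base at each of 19 positions (x axis). Bottom, percentage of peaks with a motif (y axis) by the position of the motif relative to the summit (x axis, bp) for replicates 1 and 2; in both, the curve has its maximum close to the summit, with a median distance of 15 and 14 bp.

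The strands of neighbouring motifs were then compared with 1000 permutations of strands within chromosomes, which gave 25.0% convergent pairs, in which the motifs point towards each other. Among neighbours less than 10 kb apart, 17.6% ± 0.822 (SD, n = 2) of pairs were convergent. The share was 22.4% ± 0.126 at 10 to 50 kb, 29.5% ± 0.290 at 50 to 200 kb and 34.9% ± 2.02 at 200 kb or more (SD, n = 2 for each). All of these shares differed from the permuted share in both replicates (two-sided permutation test, p = 0.001). Divergent pairs showed the opposite order, from 27.4% under 10 kb to 16.2% at 200 kb or more. The share of pairs on the same strand was 55.0% under 10 kb, above the permuted 50.0% (p = 0.001 in the same permutation test). At 10 to 50 kb and at 50 to 200 kb it did not differ from the permuted share in either replicate (permutation p from 0.0549 to 0.5005), although at 50 to 200 kb the motif threshold of 1e-05 put it below the permuted share, at 48.6% in replicate 1 (permutation p = 0.008) and 48.999% in replicate 2 (permutation p = 0.043). At 200 kb or more it was 47.4% in replicate 1 (permutation p = 0.011, adjusted 0.0121) and 50.4% in replicate 2 (permutation p = 0.7033). Benjamini-Hochberg adjustment over the 57 permutation tests of the main results, which are not independent of each other, left 52 with an adjusted p under 0.05.

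**Figure D3:**
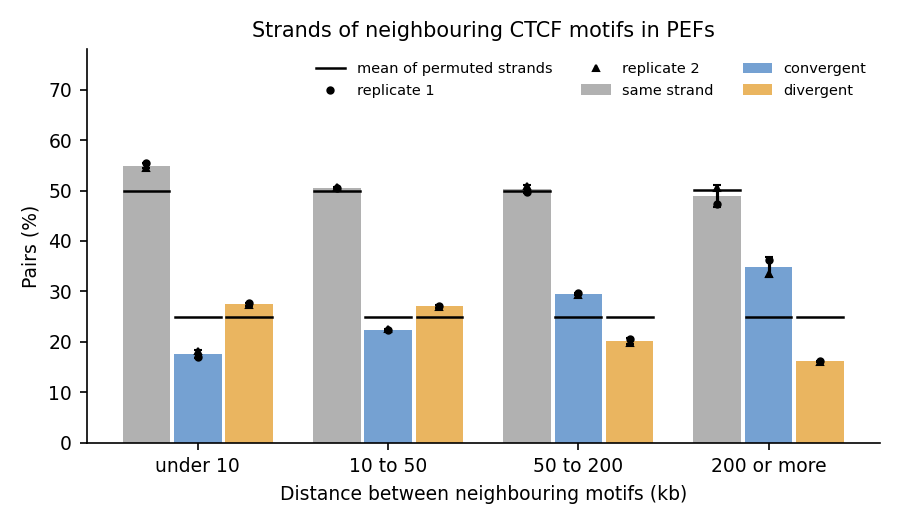
Percentage of pairs of neighbouring CTCF motifs (y axis) that lie on the same strand, converge or diverge, by the distance between them (x axis, kb). Bars are means and error bars SDs of 2 replicates, drawn as points, and black lines are means of 1000 permutations of strands; convergent pairs go from 17.6% under 10 kb to 34.9% at 200 kb or more.

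In the region of chromosome 5 from 4 to 7.5 Mb, for which Fig. 1a shows TADs, there were 91 CTCF peaks in replicate 1 and 102 in replicate 2. From the convergent distribution of motifs at TAD boundaries in Fig. 1h, the paper proposes that loop extrusion may also work in pigs; the position of motifs relative to boundaries was not analysed here.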

We found that 33.88% of pig homologous boundaries were shared in mouse (*p* = 7.63E−67, Fisher exact test, Fig. 1i), which is even higher than the conservation between mouse and human (18.05% comparing MEF and IMR90, Fig. S1E). In addition, we calculated TAD conservation between MEFs and PEFs as the fraction of homologous bin pairs within a TAD in pig that is also located within one TAD in mouse. Conservation between PEFs and MEFs is about 79.29%, which is significantly higher than controls using shuffled TAD (72.93%, *p* = 2.49E−56 rank-sum test, Fig. 1j and Fig. S1F). At the chromatin loop level, a total of 4489 CTCF loops were detected for PEFs at 10 kb resolution (Materials and Methods). 

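The methods filter loops called in 10 kb bins by CTCF peaks and motif direction. Of the 239181 bins of 10 kb on chromosomes 1 to 18 and X, 35016 (14.6%) held the summit of a CTCF peak in replicate 1 and 38727 (16.2%) in replicate 2. Only the motif with the highest score was counted for each peak, so a weaker motif of the same peak on the other strand was left out. By this count, 14876 and 16188 of the bins with a CTCF peak had forward motifs only, and 14833 and 16204 had reverse motifs only. Peaks with motifs on different strands were found in 1636 and 1849 bins. The remaining 3671 and 4486 bins had a CTCF peak without a motif. The number of bins with a CTCF peak fell most, to a mean of 33669.5, when only peaks with a partner in the other replicate were counted. The loops themselves were not analysed here.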

Aggregate Peak Analysis (APA) analysis showed the enrichment of interaction between the homologous loop anchors in MEF (Fig. 1k). Together, our data showed that the pig genome is organized in compartments, TADs, and loops, and the overall architecture of chromatin is conserved between PEFs and MEFs.

**Fig. 1:**
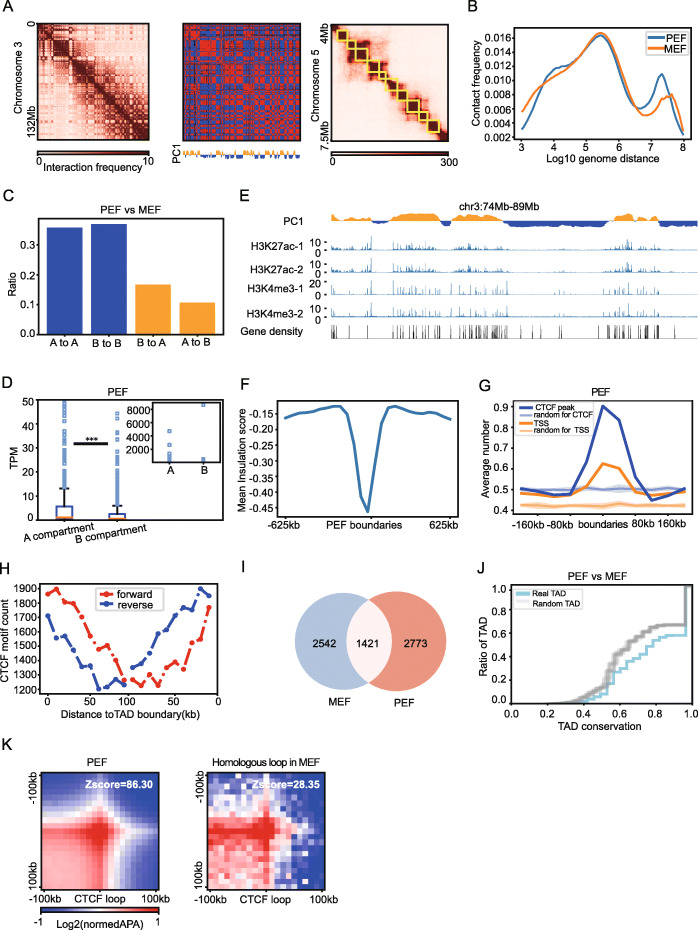
Chromatin architecture of pig embryonic fibroblast. **a** Left: Hi-C contact matrix of chromosome 3 at 100 kb resolution at PEF (pooled data from 2 biological replicates). Middle: the principal component 1 (PC1) values (bottom) and correlation matrix (upper) obtained at 300 kb resolution for chromosome 3. Positive PC1 values represent compartment A regions (yellow), and negative values represent compartment B regions (blue). Right: TADs identified by deDoc are shown (50-kb resolution, chr5: 4–7.5 Mb). Yellow boxes represent TADs. **b** Relative contact frequency plot showing the percentage of contacts as a function of genome distance in PEF (blue) and MEF (orange). **c** Ratio of homologous bins classified by A/B compartment status between PEF and MEF. **d** Comparison of expression level between genes located in A compartments and genes located in B compartments of PEF (*P* = 1.84E−7, Mann-Whitney *U* test, one-tailed). **e** Plots showing H3k27ac and H3k4me3 ChIP-seq signal relative to the compartments (chr3: 14–19 Mb). Gene density is also shown. **f** Mean value of insulation scores around PEF TAD boundaries (boundaries ± 625 kb). **g** Average numbers of CTCF ChIP-seq peaks (blue) and gene TSS (orange) around PEF TAD boundaries (boundaries ± 200 kb). **h** Motif count and orientation of inferred CTCF binding sites relative to PEF TAD boundaries. **i** Venn graphs showing the overlap of TAD boundaries between PEF and MEF (*P* = 7.63E−67 compared to random, Fisher’s exact test). **j** Cumulative curve of TADs according to TAD conservation. TAD conservation was calculated as the probability of two homologous bins located within a TAD of PEF which also co-existence within a TAD of MEF. The same curve under shuffled TADs was shown in gray as control. **k** Aggregate loop plots showing the strength of PEF CTCF loop (left) and strength of interactions between homologous loop anchors in MEF (right)

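The legend of Fig. 1e names the window of chromosome 3 from 14 to 19 Mb, whereas the heading of the panel gives 74 to 89 Mb, so peaks were counted in both. In the window from 14 to 19 Mb there were 40.2 and 46.2 H3K27ac peaks per Mb in replicates 1 and 2, compared with 34.2 and 37.9 over the whole chromosome. H3K4me3 peaks numbered 30.6 and 31.8 per Mb, compared with 18.8 and 20.8 over the chromosome. This window had 29.2 gene TSSs per Mb, more than 90.3% of the 2557 windows of that length on chromosome 3, and its H3K4me3 density stood at percentiles 88.5 and 90.4, while its H3K27ac density stood at percentiles 62.6 and 67.0. In the window from 74 to 89 Mb there were 34.3 and 36.9 H3K27ac peaks per Mb and 13.4 and 18.9 H3K4me3 peaks per Mb. It had 7.73 gene TSSs per Mb, at percentile 9.91 of the 2357 windows of that length. The difference between the 2 windows in H3K4me3 density was larger than the spread between replicates. H3K27ac peaks were unevenly spread inside both windows. The longest run of 50 kb bins with no H3K27ac peak in either replicate was 450 kb in the window from 14 to 19 Mb (15050001 to 15500000, with 0 annotated TSSs) and 1500 kb in the other (81450001 to 82950000, with 6 TSSs). The windows have no replicates of their own, and the percentiles describe these libraries only.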

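Fig. 1g counts CTCF peaks and TSSs around boundaries, and the average over the genome was computed from the peak lists. The paper's text does not name the bin of this count, and 40 kb was taken from the spacing of the points in the figure. Over the 59804 bins of 40 kb on chromosomes 1 to 18 and X, there were 0.666 CTCF peaks per bin in replicate 1 and 0.739 in replicate 2, or 0.703 ± 0.0515 (SD, n = 2). Restricting the count to peaks with a partner in the other replicate gave 0.636 per bin. An IDR threshold of 0.01, at which the methods merge the peaks of replicates, gave 0.489. The annotation holds 0.469 TSSs per bin. CTCF peaks were present in 42.9% and 46.3% of the bins, with at most 10 in a bin, and TSSs in 30.7% of the bins, with at most 15.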

### The prevalence of superdomains in pig preimplantation embryos

To address whether the pig and mouse shared similar patterns in chromatin architecture reprogramming in the preimplantation embryos, we collected pig IVF, PA, and AG preimplantation embryos at the zygote, 4-cell, and morula stage, and all embryonic stages were characterized using Hoechst staining (Fig. 2a). We performed sisHi-C assay and an average of 56 million *cis*-paired reads were generated for each stage (Fig. 2b, Table S1). The reproducibility of Hi-C data was validated using HiCRep, GenomeDISCO, and PCC between replicates (Fig. S1A, B and G) [22]. Here, we will discuss the dynamics of IVF embryos and later compare to PA and AG embryos. To compare developmental stages, we selected to consider zygotes, before ZGA and after ZGA stages in pig and mouse preimplantation embryos. As the major ZGA occurs in 2-cell and 4-cell stages in mouse and pig, respectively, we compared zygotes, early 2-cell, and 8-cell mouse embryos with the zygotes, 4-cell, and morula pig embryos, respectively. The 8-cell mouse embryo and pig morula embryo were comparable as they experienced similar numbers of cell cycles after ZGA [26]. To make the Hi-C data of different samples comparable, we downsampled the pooled valid-read pairs of each sample to the number of AG 4-cell embryos that had the lowest valid contacts.

**Fig. 2:**
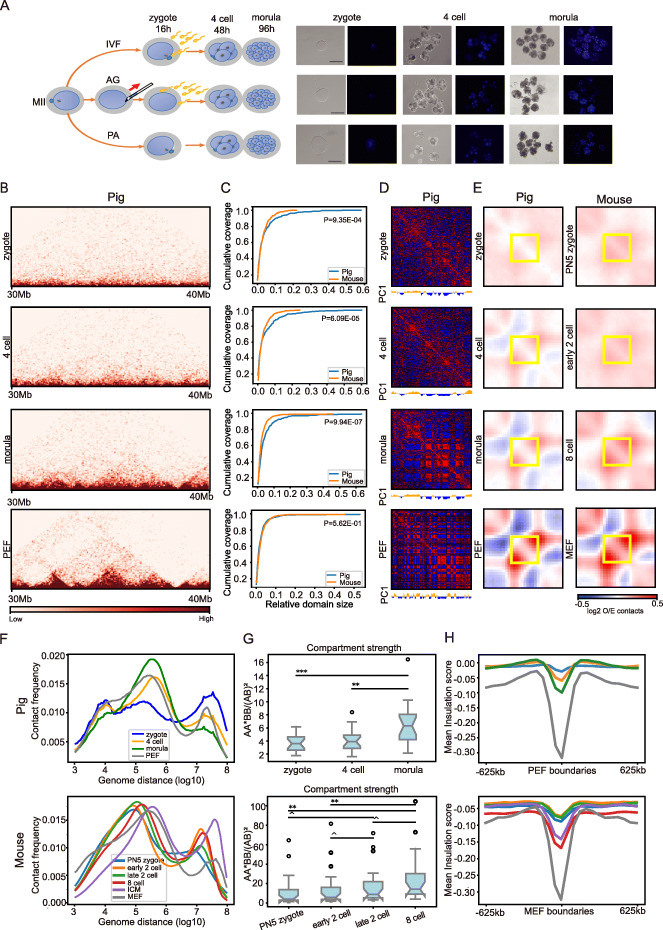
Reprogramming of chromatin structure during pig in vitro fertilized early embryogenesis. **a** Schematic of generation of IVF, PA, and AG embryos (left) and microscopy images of 1-cell, 4-cell, and morula embryos staining with Hoechst (right). **b** Normalized Hi-C contact heatmap of 10 Mb region in chromosome 3 were shown at 50 kb resolution in the three stages of IVF embryos and PEF. **c** The accumulative curve for genome coverage by domains size. *X*-axis represents the relative domain size, i.e., domain length/chromosome length. Only domains larger than 1 MB were included in this figure. The *P* values are given for the *t* test of average domain sizes. **d** PC1 and correlation matrix of chr14 at 100 kb resolution. **e** Observed/expected (O/E) aggregate plot of TADs in pig and mouse. **f** The contact frequency decay curves of Hi-C data during pig (upper) and mouse (bottom) embryogenesis. **g** Compartment strength which were calculated as AA*BB/AB^2^ for each chromosome in embryos of pig (upper) and mouse (bottom). Compartments identified in morula and 8-cell stages were used as a reference for pig and mouse, respectively. **h** Mean value of insulation scores around PEF TAD boundaries (upper) and MEF TAD boundaries (bottom). The color code is identical to **f**. *P < 0.05, **P < 0.01, ^^^*P* < 0.1

Intriguingly, by visual inspection of the PC1 of Hi-C matrices in pig preimplantation embryos (Fig. S2A), we noticed that many chromosomes were made up of only a few superdomains, where the compartment domains were larger than 10 Mb. For example, three superdomains almost covered the whole chr6 (Fig. S2A). For chr3, chr4, chr8, and chr10, the chromosome arms could even be clearly separated by the PC1 (Fig. S2A). However, such superdomains were much less prevalent in mouse preimplantation embryos. The superdomains (> 10 MB) covered 54.88%, 59.33%, and 47.70% of the genome regions in zygote, 4-cells, and morula pig embryos, respectively, while only 28.22% (*p* = 7.95E−271), 30.69% (*P* = 1.17E−308), and 24.11% (*p* = 1.32E−222) of the genome regions were covered by superdomains in zygotes, early 2-cell, and 8-cell mouse embryos, respectively. To quantify the prevalence of those superdomains, we plotted the accumulative curve of genome coverage as a function of domain size (Fig. 2c). The larger domains covered many more genome regions in pig preimplantation embryos than those in mouse (Fig. 2c). These superdomains in pig embryo were not caused by the sparseness of the downsampled matrices, as the identical pattern can also be seen in the raw data (Fig. S2B). Thus, the enrichment of superdomains might be a pig-specific feature of preimplantation embryos: however, further investigation is needed to validate this speculation.

### Gradual establishment of chromatin architectures during pig IVF early embryogenesis

In general, chromatin architecture was gradually established during IVF early embryogenesis (Fig. 2b). During the process, distant contacts (> 10 M) gradually decrease, intermediate distant contacts (> 50 k and < 1 M) gradually increase, and local contacts (shorter than about 20k) gradually decrease as shown by p(s) curves (Fig. 2f). Quantitatively, the JSD of p(s) curves between morula and zygotes, and between morula and 4-cell embryos are 0.0227 and 0.0044, respectively. The decreased long distant contact may indicate a gradual decompaction of chromatin, while the increased intermediate distant contacts may indicate the establishment of a megabase-sized modular structure, such as TADs (Fig. 2e). Unlike the gradual decompaction of chromatin in pig, i.e., decreased distal contact frequencies, the distal contact gradually increased in mouse during the development process (Fig. 2f).

Chromosomal segregation levels are gradually increased during pig embryogenesis, especially after ZGA (4-cell embryo, Fig. 2d and Fig. S2A). To quantify the segregation level, we identified compartments in IVF morula and took these as a reference to calculate the compartment strength (AA*BB/AB^2^) of other developmental stages. We found that compartment strength gradually increased during development, especially from 4-cell stage and morula, which showed significant enhancement (Fig. 2g). The gradually increasing segregation level could also be seen when using saddle plots to quantify compartment strength (Fig. S3A). The gradual compartmentalization could also be observed in mouse embryogenesis with a significant enhancement after ZGA (2-cell of mouse) as well (Fig. 2g and S3B). Furthermore, we found that the segregation level of the chromosomes in pig morula and mouse 8-cell embryos did not reach that in PEF and ICM, respectively (Fig. 2d), suggesting that the compartments have not be fully established at these stages [16].

At the TAD level, we found TADs were also gradually established in pig’s preimplantation embryos (Fig. S4A). To quantitatively assess the establishment of TADs, we calculated the aggregate TAD signal by using the TADs identified in PEFs as the reference. Indeed, aggregate TAD signals are weak in zygotes (average = 0.530) and gradually increase during development (0.551 and 0.563 in 4-cell stage and morula, respectively, Fig. 2e). The gradual enhancement of TADs can also be seen with decreasing insulation score (IS) at the TAD boundaries (− 0.0295, − 0.0596, and − 0.0995 for the zygote, 4-cell, and morula stage, respectively, Fig. 2h). Furthermore, the overall arrangement of TADs gradually approaches the patterns seen in PEFs. Using our deDoc algorithm, we de novo identified TADs at the zygotes, 4-cell, and morula stage [25] and revealed 3822, 3347, and 3906 TADs, respectively. The TADs in PEFs were substantially similar to those in morula and less similar to the TADs in the 4-cell and zygote stage (Fig. S4B). However, both aggregate TAD signal and IS at the morula stage were still substantially weaker than those in PEFs (0.654 and − 0.317, respectively). Thus, the TAD structures are gradually established, but not fully established until the morula stage. Finally, for the TAD, the aggregate TAD signals also suggest a gradual establishment in zygotes, before and after ZGA stages in mouse (0.573, 0.563, and 0.593, respectively, Fig. 2e). This pattern can also be observed with the IS (Fig. 2h). Thus, the pattern of compartmentalization and TAD establishment is similar during pig and mouse embryogenesis when aligning the developmental stages based on ZGA.

At the chromatin loop level, we found that a small fraction of CTCF chromatin loops in PEFs may be established in pig preimplantation embryos, yet few such loops in MEFs are established before the ICM stage in mouse (Fig. S5, Supplementary Text).

### The overall dynamics of chromatin architecture in embryos from PA and AG are distinguished from IVF

The uniparental duplications, such as PA and AG in mammals, resulted in severe embryonic defects or lethality due to genetic asymmetries between parental genome [2, 27]; however, they provided a unique model to investigate the dynamics of uniparental chromosomes during the development of preimplantation embryos. Unlike the gradual development process of IVF preimplantation embryos, both PA and AG embryos experience substantial global chromatin architecture alterations. A clear trend can be seen in the Hi-C heatmap where the majority of the Hi-C reads are concentrated in the narrow range near the diagonal with both of replicates showed similar (Fig. 3a, Fig. S6). This trend is also shown in the p(s) analysis (Fig. 3b), where remarkably higher peaks of local contact (shorter than about 20k) are observed in 4-cell and morula stages of PA and AG and in zygotes of PA preimplantation embryos compared with IVF embryos. Intriguingly, no local contact peaks are seen in the mouse allelic p(s) curves (Fig. 3c). In addition to the local contact, the progress of distal (> 10 M) and intermediate contacts (< 1 M and > 50 K) are also significantly different in more than half of the samples when comparing uniparental embryos to IVF embryos (Table S2). In PA embryos, the distal contacts are depleted in zygotes while they are drastically accumulated at the ZGA stage (4-cells), finally dropping back to mid-level at morula stages, which is equivalent to that seen at IVF morula stages (Fig. 3b). The intermediate contacts are enriched in zygotes, depleted at the 4-cell stage, and accumulated again at the morula stage. In AG embryos, however, the developmental trajectory is the opposite of that in PA embryos for the distal contact frequency, which first decreases at the 4-cell stage and then accumulates at the morula stage, whereas the trajectory for intermediate contacts is similar to that in PA. These drastic alterations of contact frequencies have not been seen in mouse allelic chromatin (Fig. 3c); thus, these differences in PA and AG chromatin architecture may reflect the abnormal nature of those uniparental embryos.

**Fig. 3:**
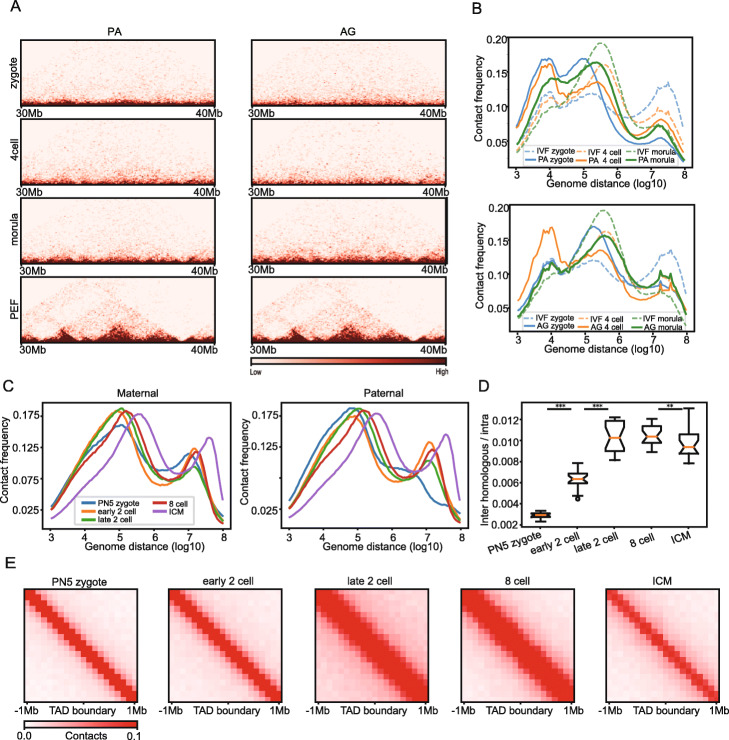
The overall dynamics of chromatin architecture in embryos from PA and AG are distinguished from IVF. **a** Normalized Hi-C contact heatmaps for the same 10 Mb region as Fig. 2b were shown in three stages of PA (left) and AG embryos (right). **b** The contact frequency decay curves of pig Hi-C data during PA (upper) and AG (bottom) embryogenesis. The curves for IVF embryos are also shown. **c** The contact frequency decay curves of mouse Hi-C data in maternal (left) and paternal (right) alleles. **d** Ratio of contacts between inter-homologous-chromosome and contacts of intra-chromosome for each chromosome during mouse embryogenesis. **e** Aggregate plot showing the distribution of inter-homologous-chromosome interactions (100-kb resolution) at MEF TAD boundaries and nearby regions (boundaries ± 1 Mb) during mouse embryogenesis. ***P < 0.001, **P < 0.01

We wondered if these potentially abnormal dynamics of chromatin architecture during the development of PA and AG preimplantation embryos could be associated with the deficient inter-chromosomal contacts between the homologous chromosomes, especially since a considerable portion of collected uniparental embryos might be in fact haploid [27]. To examine this possibility, we performed a meta-analysis on inter-homologous-chromosomal Hi-C reads to calculate the frequency of the homologous contacts during mouse embryogenesis [16]. We found limited homologous contacts in zygotes; however, the number of contacts sharply increased from the zygote to the late 2-cell stage and finally to the 8-cell stage, while they slightly decreased at the ICM stage (Fig. 3d). Since the chromatin architecture also emerged at the onset of ZGA in mouse, we wondered whether these homologous interactions are associated with the establishment of chromatin spatial features. To determine this possibility, we plotted the accumulative distribution of the homologous contacts flanking the TAD boundaries. Our rational was that if the homologous contacts contribute to the establishment of chromatin architecture, it should not be evenly distributed along the chromosomes but be concentrated at certain structure features. However, these interactions were observed to be evenly distributed along the genome and were not enriched at TAD boundaries or within TADs (Fig. 3e). This data suggests that communication between the homologous chromosomes may not be directly associated with the establishment of TADs.

### The development of A/B compartments in PA and AG preimplantation embryos is unique at the 4-cell stage

We compared the compartmentalization progress between PA, AG and IVF preimplantation embryos in pig and found divergence between the uniparental and IVF embryos (Fig. 4a and Fig. S7A). Although the compartmentalization pattern was similar between PA and AG embryos (Fig. S7B), the strength of compartmentalization were different. Using the compartments identified in IVF morula as the reference, we calculated compartment strengths (AA*BB/AB^2^) in all samples. Visually, compartmentalization was found to be stronger in AG and PA zygotes than that in IVF zygotes (Fig. 4a and 2c). Quantitatively, the compartment strengths of AG zygotes are significantly higher than those of IVF zygotes, while PA zygotes are moderately higher than IVF zygotes (Fig. 4b). In the saddle plots, both PA and AG zygotes also showed higher segregation levels than IVF zygotes (Figs. S7C, D and S3A). However, the A/B compartment arrangements were similar between the three types of embryos at the zygote stage. PCC of PC1 between uniparental and IVF embryos at the zygote stage were shown to be 0.709 and 0.740 for PA and AG, respectively (Fig. 4c and Fig. S8). Strikingly, unlike the gradual compartmentalization in IVF embryos, we noticed a decompartmentalization process in both PA and AG embryos at the 4-cell stage (Fig. 4a and Fig. S9 for all chromosomes). The average compartment strengths were 3.566 and 2.769 in the PA and AG 4-cell stages, respectively, which were significantly lower than those in corresponding zygotes (*p* = 0.065 and 0.0006, respectively) (Fig. 4b). In addition, this decompartmentalization process resulted in a substantial alteration of A/B compartment assignment over the whole genome, as evidenced by the drastic decrease in the PCC of the PC1 between uniparental and IVF embryos at the 4-cell stages (PCC = 0.620 and 0.558 for PA and AG, respectively), as well as between PA and AG embryos (PCC = 0.563, Fig. 4c and Fig. S8). At the morula stage, the compartmentalization was partially reestablished in PA and AG embryos, but the degree of compartment establishment in AG was weaker than PA, while the degree was similar between PA and IVF morula (Fig. 4a and 2c). Weaker compartmentalization in AG morula was also evidenced by the average compartment strengths, showing 6.589, 5.306, and 4.934 for IVF, PA, and AG morula, respectively (*p* = 0.055 comparing AG morula with IVF morula, Fig. 4b). Furthermore, the partial reestablishment make the compartment strength of AG morula is comparable with AG zygote (*p* = 0.385). Moreover, at the morula stage, compartment reestablishment in uniparental embryos resulted in a higher similarity of PC1 with IVF morula (Fig. 4c and Fig. S8). The decompartmentalization of PA and AG at the 4-cell stage and the relatively weaker compartmentalization of AG morula can also been seen in the saddle plots (Fig. S7C and D). Together, these data indicate that the compartmental structure degrades at 4-cell stages and is reestablished at morula stages for both PA and AG preimplantation embryos, but the reestablishment is weaker in AG morula.

**Fig. 4:**
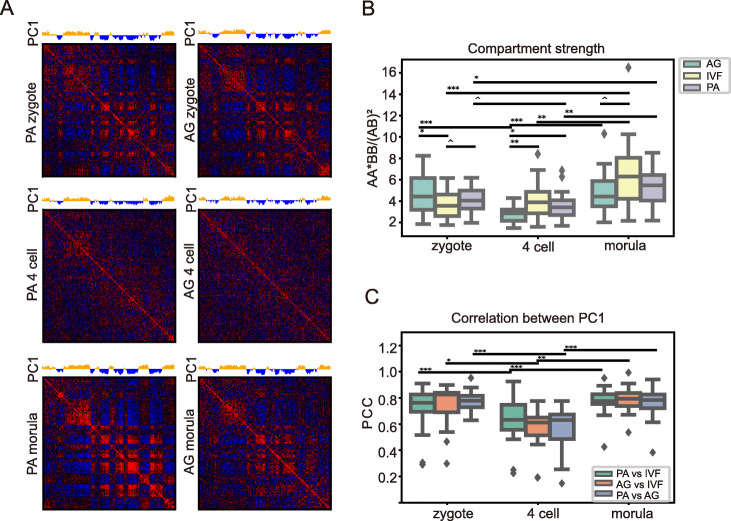
The pattern of A/B compartments in PA and AG preimplantation embryos. **a** PC1 values and correlation matrix of chromosome 14 in PA (left) and AG (right) preimplantation embryos. **b** Compartment strength in IVF, PA, and AG preimplantation embryos. **c** Boxplots show Pearson correlation coefficient of the PC1 between the three kinds of reproductive embryos for each developmental stage. ***P < 0.001, **P < 0.01, *P < 0.05, ^^^*P* < 0.1

### TADs are asynchronously established in PA and AG embryos

Because TAD structures were gradually established in IVF preimplantation embryos and gradually resembled TADs pattern of PEFs, we wondered if this might also be the case for uniparental embryos. Indeed, there was a clear trend of gradually establishing TAD boundaries in both PA and AG embryos when using PEF TAD as a reference (Fig. 5a, b and S10A). This gradual establishment of TAD boundaries was also characterized in de novo identified TADs using our deDoc algorithm (Fig. 5c). However, TAD establishment was slower in AG than in PA, as the absolute ISs of the TAD boundaries were always smaller in AG than in PA at each stage (Fig. 5a, b and S10A). Between the AG and IVF, the absolute ISs were almost identical at the zygote stage, whereas they were much smaller in AG than in IVF at the 4-cell and morula stages (Fig. 5b). Thus, TADs are gradually established and the process is much slower in preimplantation AG embryos compared with PA embryos.

**Fig. 5:**
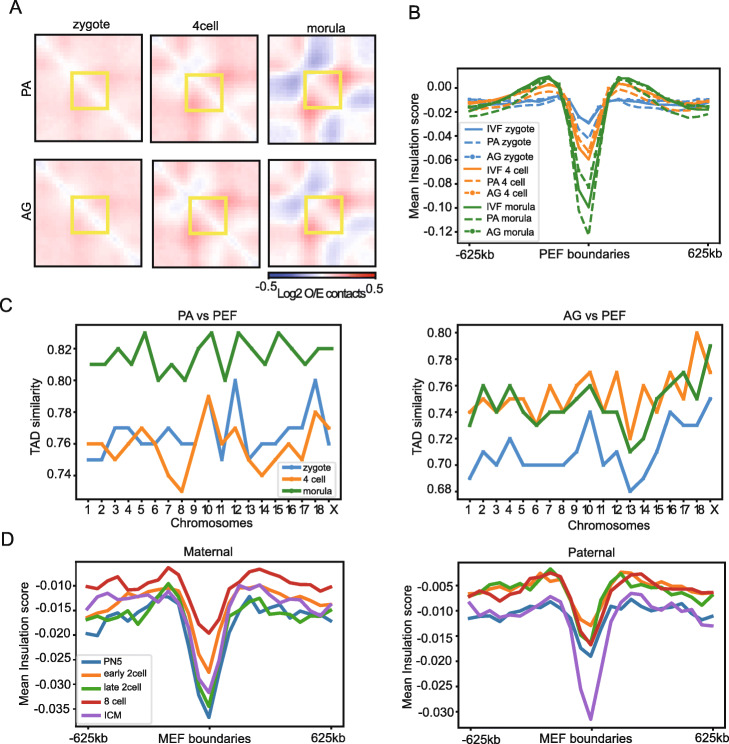
The pattern of TADs in PA and AG preimplantation embryos. **a** Observed/expected (O/E) aggregate plot of TADs in PA (upper) and AG (bottom) embryos. **b** Mean value of insulation score at PEF boundaries and nearby regions (boundaries ± 625 kb) in different developmental stages. **c** TAD similarity between PEF and developmental embryos of PA (left) and AG (right) for each chromosome. **d** Mean value of insulation score at MEF boundaries and nearby regions (boundaries ± 625 kb) in mouse maternal (left) and paternal (right) alleles

Next, we asked if the asynchronous establishment of TADs in PA and AG preimplantation embryos could also been seen in the paternal and maternal chromosomes in mouse. Similar to uniparental pig embryos, the progress of TAD establishment is faster in mouse maternal chromosomes than those in paternal chromosomes at zygote, early 2-cell, and late 2-cell stages (Fig. 5d). Unexpectedly, the average IS at TAD boundaries for the maternal 8-cell stage was substantially reduced compared to the late 2-cell stage. Nevertheless, even at the ICM stage, considerable divergence in the TAD arrangement remains between the two homologous chromosomes (Fig. S10B), although the TAD strengths are almost equal between maternal and paternal TAD boundaries. Particularly, for chromosomes 7, 14, and X, TADs show rather unique patterns (Fig. S10B). These chromosome-specific, slowly established TAD structures were not seen in the uniparental preimplantation pig embryos (Fig. 5c). Together, our data indicates that TAD establishment gradually develops in pig preimplantation embryos, not only for IVF but also for uniparental embryos. The chromosomes that originated from oocytes show a faster rate of TAD development than chromosomes that originated from sperm.

Last, we identified 303, 277, and 270 boundaries with significantly different IS in zygotes, 4-cell, and morula stages for PA embryos, respectively (Fig. S11A). The encompassed genes were found to be enriched in embryonic development-related GO terms, such as “embryonic organ morphogenesis” and “sperm-egg recognition” (Fig. S11B). For AG embryos, 248, 288, and 248 different boundaries were identified for zygotes, 4-cell, and morula stages, respectively. And the encompassed genes were enriched in pathways associated with embryonic development and response to stimulus (Fig. S11C). Together, our results suggest that the improper establishment of chromosome architecture may be associated with abnormal activation of genes in embryogenesis, which may partially explain the decline of the in vivo developmental potential of pig uniparental embryos.

## Discussion

Here, we present the first high-resolution chromosome conformation profile of pig nuclei and the dynamics of chromatin reprogramming during IVF, PA, and AG embryogenesis. The first notable finding is abnormal development at nearly all hierarchical levels of chromatin architecture in the uniparental pig embryos (Figs. 3, 4 and 5). These observations are striking for two reasons. First, a remarkably similar pattern of compartmentalization was found in PA and AG zygotes in the current study. In mouse, the paternal and maternal compartmentalization progress has been shown to proceed through a clear distinguished pattern and the allelic differences can be found as late as the 8-cell embryo stage [16]. For example, in the paternal genome, compartmentalization is weakly observed as early as the zygote stage; however, compartmentalization is barely observed in the maternal genome until ZGA in the late 2-cell stage [16, 17]. Thus, the nearly identical establishment of compartments in both PA and AG zygote embryos may imply a unique feature of pig embryo development. Particularly, the early establishment of compartments in PA zygotes should be further investigated. Second, there is an unexpected decompartmentalization process observed during ZGA at the 4-cell stage in uniparental embryos, whereas in mouse, the compartments are mainly established during ZGA [16]. Thus, these results may indicate that the compartmentalization during ZGA is critical to the reprogramming of chromatin. One possible explanation for the abnormality is that uniparental embryos contain a mixture of haploid cells as previously reported [27]. However, the abnormality may also exist in diploid embryos as haploid cells were only a minor percentage of total cells at the morula stage for both PA and AG [27]. Thus, whether this abnormality might relate to the embryonic degeneration observed in uniparental embryos is an interesting question that needs to be further investigated.

The second notable finding is the prevalence of superdomains in pig embryos and the lack in mouse, making superdomains potentially a pig-specific feature. Although further investigation is needed to validate this speculation, we would like to discuss some interesting points here. As the definition of superdomain was based on the distribution of the PC1 eigenvector, the prevalence of superdomain might represent a more outstretched arrangement of the chromosomes. It would be rather interesting to ask what caused this outstretched arrangement and determine if some pig-specific embryonic feature might contribute to this phenomenon. For example, could this phenomenon be a result of the greater number of lipid droplets present in the pig oocytes and embryos than those of other mammalian species [28]? Although the majority of lipid droplets were present in cytoplasm, there were reports that nuclear lipid droplets exist [29]. Important roles for fatty acids and lipid metabolism in the promotion of oocyte maturation and embryo development have been reported [30]. Whether the high lipid concentration plays a role in this phenomenon could be an interesting question to answer.

The third notable finding is the high concentration of local contacts of chromatin structure in pig preimplantation embryos (Figs. 2f and 3b), which were not enriched in mouse (Fig. 3c). This is not likely to be an artifact in the Hi-C library or an error in data processing because the peak corresponding to local contacts was much weaker in PEFs. Thus, we imagine that there might be different compositions of nanoscale chromosomal fiber (10–30 nm structures [31, 32]) within pig and mouse preimplantation embryos. Obviously, this imaginative picture needs further investigation. Together, our data show that the pig genome architecture and its development in preimplantation embryos are noticeably unique.

The main motivation behind our present study is to probe a possible abnormality in chromatin architecture that could be connected to the developmental competence of pig uniparental embryos. We showed several lines of evidence to support the existence of such a connection. Although the chromatin structure in these uniparental embryos followed an estranged trajectory from the gradual chromatin architecture establishment process observed in IVF embryos, current data may have underestimated the abnormality of chromatin architecture in uniparental embryos and overestimated the normality in the IVF embryos. This might be accounted for by the embryos we selected to sample; our embryos are at least partially successful reprogrammed in their precursive stages and severe abnormalities carried by fatal embryos may not be present in our samples. On the other hand, although we assumed that IVF embryos were normal and could be used as a reference, the effects of in vitro fertilization and in vitro culture conditions are not negligible [33]. Further, the asynchrony we observed between the uniparental embryos did not directly indicate the existences of the asynchrony in vivo between maternal and paternal pig chromosomes. It would be invaluable if homozygote pig lines could be established in the future to address this issue. Finally, we do not have enough data or clues to even attempt to discuss what causal factors might lead to chromatin abnormal development. The early events that trigger the reprogramming of chromatin are still one of the core questions in embryo development that remains unexplored. Transcriptome [34, 35], epigenome [36], and chromatin [16, 17] have all been profiled in mouse preimplantation embryos and have provided events that were found to be intriguingly active at early stages, such as the activity of transposable elements [37]. However, corresponding data remains urgently needed for pig preimplantation embryos. Besides the multiple types of “omic” data, more interpretive experiments are crucial to provide causal relationships between the abnormalities we report here or other aberrations, which have yet to be identified, that contribute to the high failure rate of pig embryos.

## Conclusions

We have shown the 3D chromatin structure of pig nuclei and the reprogramming of chromatin structure during embryogenesis of IVF-, PA-, and AG-derived pig embryos. Our data not only provide a valuable resource for 3D genome evolution research, but also a unique reference for IVF and uniparental reproduction studies. Our findings highlight that proper rate in reprogramming of chromatin architecture may play critical role in the successful development of embryos. Future studies are needed to identify the mechanistic drivers that underlie the abnormal kinetics of chromatin assembly and the establishment of 3D chromatin architecture in the early development of uniparental embryos.

## Methods

### Collection of sperm, oocytes, and PA/IVF/AG early embryos

Porcine follicular oocytes of Large White pigs were collected from follicles (3–6 mm in diameter) in the ovaries, which were collected from prepubertal gilts at a local slaughter house and transported to our laboratory at ~ 38.5 °C in saline. The cumulus-oocyte complexes (COCs) were washed three times in Hepes-buffered Tyrode medium [38] and then cultured for 42–44 h at 38.5 °C under 5% CO_2_ in air. The COCs were vortexed in 0.1% hyaluronidase in Hepes-buffered Tyrode medium for 4 min to eliminate the cumulus cell contaminants. Then, matured oocytes with an extruded first polar body were selected. Metaphase II (MII) stage oocytes were collected after removal of the first polar body by pronase.

Prior to parthenogenetic activation, the matured oocytes were equilibrated for 30 s at 38.5 °C in an activation medium; the oocytes were activated with two direct current pulses at 1.2 kV/cm for 30 μs provided by a BTX Electro-cell Manipulator 200 (BTX) in activation medium. Then, the activated oocytes were transferred into 500 μL porcine zygote medium-3 (PZM3) and cultured at 38.5 °C in humidified 5% CO_2_. Zygotes (PN4) were collected 16 h after electrical stimulation, 4-cell embryos were collected 48 h after electrical stimulation, and the morula were collected 120 h after electrical stimulation. Both first and second polar bodies from embryos were removed by pronase.

In vitro fertilization (IVF) was performed as previously described [39]. Briefly, 30 MII oocytes were transferred into 50 μL droplets of modified fertilization Tris-buffered medium (mTBM) containing 10 mM Tris, 2 mg/ml BSA, and 2 mM caffeine. Frozen porcine semen in straws were thawed in 50 °C water for 16 s, then washed three times by centrifugation (1900*g*, 4 min) with sperm wash buffer (DPBS with 1 mg/ml BSA (pH 7.3)). The sperm were incubated in mTBM for 20 min at 38.5 °C in 5% CO_2_ humidified air. The supernatant with swimming sperm was transferred to a new well. Sperm activity was assessed in a cell counting plate before using and collecting. Fifty microliters of sperm mTBM solution was added to the fertilization droplets. The final sperm concentration was 5 × 10^5^ cells/ml. MII oocytes were co-incubated with sperm for 5 h. After fertilization, oocytes were transferred into 500 μL PZM3 medium and cultured in four-well dishes at 38.5 °C in 5% CO_2_ humidified air. Zygotes (PN4), 4-cell embryos, and morula were collected 18.5 h, 48 h, and 120 h after adding the sperm suspension to the fertilization droplets. All the embryos were treated with pronase to remove polar bodies, zona pellucida, and excess sperm. Finally, samples were collected from embryos, which had been confirmed by staining with 1 μg/mL Hoechst 33342 (Sigma).

To obtain AG embryos, the porcine oocyte enucleation and IVF was carried out as previously described [40]. Briefly, MII oocytes were enucleated through gentle aspiration of the first polar body and adjacent cytoplasm, containing chromosomes, with a beveled pipette (17–20 μm) in manipulation medium supplemented with 7.5 mg/ml cytochalasin B. Enclosed cytoplasts were transferred to mTBM until IVF. After being stained with Hoechst, the presence of the maternal genome was examined under a fluorescence microscope. Completely enucleated oocytes were selected and then subjected to IVF using the above protocol. The collection procedure of the zygotes (PN4), 4-cell embryos, and morula of the AG embryos was performed as described for the IVF embryos.

### PEF culture and collection

Porcine embryo fibroblast (PEF) were isolated from 35-day-old fetuses of Large White pigs, which was mechanically dissociated and digested in DMEM supplemented with 0.5 mg/mL collagenase IV for 2.5 h at 38 °C. Isolated PFFs were cultured in the Dulbecco’s modified Eagle’s medium (DMEM, HyClone) supplemented with 15% fetal bovine serum (FBS, Gibco), 2 mM GlutaMAX (Gibco), and 1% nonessential amino acids (NEAA, Gibco) for 24 h. Animal experiments were performed according to the guidelines of the Experimental Animal Welfare and Ethical of the Institute of Animal Science, Chinese Academy of Agricultural Sciences (IAS2018-11).

### Preparation of sisHi-C libraries

The sisHi-C was conducted according to previously described protocols [16, 17]. Briefly, samples were fixed with a final concentration of 1% formaldehyde and quenched with 0.125 M glycine. Cells were lysed in ice-cold Hi-C lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0.2% Igepal CA630, 1x protease inhibitor cocktail) for 15 min. Pelleted nuclei were washed once with 1x NEBuffer 2 and incubated in 0.5% sodium dodecyl sulfate (SDS) at 62 °C for 5 min. After incubating, water and Triton X-100 were added to quench the SDS. MboI restriction enzyme (NEB, R0147) was then added and chromatin was digested. Biotin-14-dATP was used to mark the DNA ends followed by proximity ligation in intact nuclei. After crosslink reversal, samples were sheared to a length of ∼ 300 bp, and then treated with the End Repair/dA-Tailing Module (NEB, E7442L) and Ligation Module (NEB, E7445L) following the manufacturer’s instructions. Biotin-labeled fragments were pulled down using Dynabeads MyOne Streptavidin T1 beads (Life technologies, 65602). The Hi-C library was amplified for about 11 cycles of PCR with Q5 master mix (NEB, M0492L) following the manufacturer’s instructions. DNA was then purified, quantified, and sequenced from both ends using an Illumina sequencing platform.

### ChIP-seq library preparation

ChIP-seq was conducted according to previously described protocols [41] with few modifications. The cells were cross-linked with a final concentration of 1% formaldehyde followed by quenching with glycine. Cells were lysed with lysis buffer (0.2% SDS;10 mM Tris-HCl, pH 8.0; 10 mM EDTA, pH 8.0; proteinase inhibitor cocktail) and sonicated to fragments about 300–500 bp (Bioruptor, Diagenode). Dynabeads Protein A was washed twice with ChIP Buffer (10 mM Tris-HCl pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, Cocktail proteinase inhibitor) and was incubated with antibody (ab8580 for H3K4me3, ab4729 for H3K27ac) at 4 °C for 2–3 h. The fragmented chromatin was transferred to the bead-antibody complex tubes and rotated at 4 °C overnight. The beads were washed once with low salt buffer (10 mM Tris-HCl pH 7.5, 250 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, Cocktail proteinase inhibitor) and twice with high salt buffer (10 mM Tris-HCl pH 7.5, 500 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, Cocktail proteinase inhibitor). After crosslink reversal, the library was constructed as Hi-C.

### Hi-C data processing

The quality of all libraries was assessed using FastQC. Reads with mean quality scores less than or equal to 30 were removed. Adapters were removed by cutadapt. Pig Hi-C reads were processed using a Juicer pipeline [42]. The data was aligned against the Sscrofa11.1 reference genome. Contact reads related with ChrY and ChrMT or with MAPQ = 0 were filtered out. The correlation between p(s) was assessed with Jensen-Shannon divergence (JSD). For each chromosome, we obtained the expected Hi-C contact values by calculating the average contact intensity for all loci at a certain distance. We then transformed the raw Hi-C matrix into an observed/expected (O/E) matrix by dividing each normalized observed value by its corresponding expected value. All contact matrices used for further analysis were KR-normalized with Juicer. The correlation matrixes were calculated by Juicer. To compare the contact frequencies between different samples, we randomly sampled equal numbers of valid pairs from each sample.

### Analysis of A/B compartment

We used HOMER software to obtain the PC1 value and A/B compartment status [43]. We used 50 kb and 300 kb resolution to obtain the PC1 value in this assay. When comparing compartments with histone markers or genes, we defined the bin size as 50 kb. Except for PEFs, the A/B compartments were determined using the gene density of each chromosome. 

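H3K27ac peaks were absent from 47.6% of 50 kb bins in replicate 1 and 47.1% in replicate 2, compared with 22.2% and 19.9% when the same number of peaks was placed at random within each chromosome (1000 placements, one-sided permutation test, p = 0.001). H3K4me3 peaks were absent from 56.9% and 51.7% of the bins, compared with 46.8% and 41.5% after random placement (p = 0.001 in the same permutation test). The excess of empty bins over random placement was larger for H3K27ac than for H3K4me3 in both replicates with 50 kb bins. With 300 kb bins, the other resolution of the methods, the mean share of bins without a peak was 15.6% for H3K27ac, compared with 0.159% after random placement, and 15.7% ± 2.94 (SD, n = 2) for H3K4me3, compared with 1.41%, so that the excess of the marks no longer differed by more than the spread between replicates. Peaks were counted by their summits, and the signal density used for the compartments was not analysed here.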

In PEFs, the A/B compartments were determined using the H3K27ac ChIP-Seq signal density. The compartment strength was calculated using AA*BB/AB^2^ as previously described [44] with minor modification. To eliminate interference of interactions within TADs, we first removed local interactions shorter than 2 MB. For boxplots, we used the top 20% eigenvectors for A and the bottom 20% for B. Saddle plots were calculated as previously described with minor modifications [45]. Briefly, we first calculated O/E Hi-C matrices for 300 kb of binned data. Then, we sorted O/E Hi-C matrix bins according to the specific PC1 values and divided the matrices into 50 bins. Strength of compartmentalization was defined as AA (lower right corner)/AB (upper right corner) and BB (upper left corner)/BA (lower left corner). The values used for each corner were calculated as a mean value of 10 bins.

### A/B compartment conservation across species

A/B compartment status was identified at 50-kb resolution in PEFs and MEFs. Coordinates of 50-kb bins in PEFs were converted to mm10 using the UCSC Liftover tool with default parameters [46]. Bins were considered homologous if they overlapped more than 60% with each other. Then, we calculated proportion of homologous bins classified by A/B compartment status between PEFs and MEFs.

### Analysis of TADs

TADs were called using deDoc at best resolution for each chromosome [25]. ISs were calculated with bin size 50 kb [47]. To compare the IS between different samples, we randomly sampled equal numbers of valid pairs from each sample and calculated the IS. TAD similarity was calculated as previously described [25]. To compare TAD similarity between different stages, we used TADs called by deDoc with bin size 100 kb. For CTCF-motifs analysis, we counted the number of CTCF-motifs in forward or reverse orientation in ten 10 kb bins from the TAD-boundaries. TAD strength was calculated as previously described [44]. The heatmaps of insulation score for all samples were ordered by the IS of corresponding borders in PEF. And we plotted the IS profile in a 1.25 Mb region flanking the TAD borders at 50 kb resolution.

### TAD boundaries conservation across species

For TAD comparison between pig and mouse, pig TAD boundary coordinates were converted to mm10 using the UCSC Liftover tool with default parameters [46]. Note that only domains located in syntenic regions were successfully converted; thus, only these domains were analyzed. After Liftover, TAD boundaries longer than 50 kb were discarded. Coordinates of TAD boundaries were considered similar if they overlapped with each other at least 1 bp. Randomly sampled genome loci were taken as controls.

To define conservation, we only considered the bins that could be successfully “liftover” to the mouse genome. For any given TAD in pigs, its conservation was defined as the percentage of intra-TAD bin pairs that could be liftover and the liftovered two bins also belonged to a TAD in mouse. Shuffled TADs were taken as controls for each chromosome. A bin was considered to belong to a TAD if 60% of its length overlapped with that TAD. To test the robustness of this definition, we adjusted the definition with three overlapping ratio, e.g., 0.7, 0.8, and 0.9, and found that the conservation level was seldom effected (Fig. S1F).

### Convergent CTCF loop identification

We used Fithic software to identified loops in PEFs and MEFs at 10 kb resolution [48]. We filtered results using a *q* value < 0.01 for candidate loops. The resulted loops were then filtered based on CTCF ChIP-seq peaks and CTCF direction identified by MEME [49]. We discarded loops if the distance of loop anchors were less than 300 kb to avoid distance decay effects. Average APA scores were calculated by Juicer with a bin size of 10 kb.

To identify homologous CTCF loops in mouse, we converted the coordinates of both loop anchors in Sscrofa11.1 to mm10 by Liftover. Loop anchors longer than 15 kb were discarded. Loops were considered conserved if both converted anchors overlapped at least 1 bp with the de novo identified loop anchors in mouse.

### RNA-seq data analysis

RNA-seq data of PEFs were downloaded from GEO (SRR066366) and mapped to the pig reference genome (Sscrofa11.1) using HISAT2 with default parameters [50]. TPM values were obtained using StringTie [51].

### ChIP-Seq data analysis

All ChIP-Seq reads were mapped using bowtie2 [52]. Fragments with both ends uniquely mapped with MAPQ and larger than 5 are then extracted using samtools. Duplicates were removed by Picard tools MarkDuplicates. Peaks were called using the MACS2 callpeak command with a *q* value of 0.01 [53]. Narrow peaks were called for all libraries. Fold enrichment over control signal tracks was built using the command bdgcmp in MACS2. Peaks called from all replicates of each condition were merged according to an irreproducible discovery rate (IDR) threshold of 0.01. Reads were then merged and a final fold enrichment over control track was made for each condition.

### Mouse data analysis

Mouse embryo Hi-C data and MEF Hi-C data were downloaded from GEO (GSE82185 and GSE121087, respectively). All mouse Hi-C reads were mapped to the mouse genome (mm10) using HiCUP pipeline v.0.5.7 [54]. We used SNPsplit software to distinguish paternal and maternal reads [55]. TADs were called by deDoc using a similar strategy as the pig data.

## Supplementary information

**Additional file 1.** Supplementary Text.

**Additional file 2: Fig. S1.** Reproducibility of biological replicates and conservation of chromatin architecture between PEF and MEF. **Fig. S2.** The prevalence of superdomains in pig preimplantation embryos. **Fig. S3.** Compartmentalization saddle plots of pig IVF and mouse Hi-C data. **Fig. S4.** Gradual establishment of TADs during pig IVF embryogenesis. **Fig. S5.** Loop reprogramming in pig and mouse preimplantation embryos. **Fig. S6.** Normalized Hi-C contact heatmaps for the same 10 Mb region as Fig. 3a for both replicates. **Fig. S7.** PC1 values and correlation matrix of chromosome 14 for both replicates and compartmentalization saddle plots of pig PA and AG Hi-C data. **Fig. S8.** Pearson correlation coefficient of the PC1 using single replicates. **Fig. S9.** PC1 and correlation matrices of all chromosomes for pig PA and AG embryos at different stages. **Fig. S10.** TADs are asynchronously established in the two parental alleles. **Fig. S11.** Embryonic development-related genes enriched in TAD boundaries with different insulation strengths compared uniparental with IVF embryos.

**Additional file 3: Table S1.** Summary of Hi-C and ChIP-seq data.

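The ChIP-seq sheet of Table S1 lists for each library the total number of reads and the number of narrow peaks called from them. The numbers of peaks in the lists analysed here were identical to those of the table in all 6 libraries. The peaks covered 65.1 and 77.1 Mb for H3K4me3 replicates 1 and 2, 142 and 144 Mb for H3K27ac, and 27.4 and 35.0 Mb for CTCF. Their median widths were 1185 and 1195 bp, 1270 and 1147 bp, and 676 and 776 bp, respectively. The number of reads left after the authors' filters on mapping and duplicates is not used here, so the depth behind a single peak is unknown.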

**Additional file 4: Table S2.** Comparison of the p(s) curve between uniparental embryos and the IVF embryos.

**Additional file 5.** Review history.

## Data Availability

The datasets generated during the current study are available in the Genome Sequence Archive in BIG Data Center (Big Data Center Members, 2017), Beijing Institute of Genomics (BIG), and Chinese Academy of Sciences, with accession numbers CRA002145 and CRA002146 (http://bigd.big.ac.cn/gsa/s/feQ4l5ET and http://bigd.big.ac.cn/gsa/s/JxP4c43Y), and also available at NCBI’s Gene Expression Omnibus (GEO) with additional processed data files under accession number GSE153452 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153452) [56]. Hi-C data of mouse preimplantation embryos and mouse embryonic fibroblasts (MEFs) were downloaded from the GEO database under the accession numbers of GSE82185 [16] and GSE121087 [23], respectively. RNA-seq data of PEFs were downloaded from the GEO under the accession number of SRR066366 [24].

# Supplementary material for: The asynchronous establishment of chromatin 3D architecture between in vitro fertilized and uniparental preimplantation pig embryos
**Source:** Genome Biol. 2020 Aug 10;21:203. doi: 10.1186/s13059-020-02095-z
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Text.

**Supplementary Text**

**CTCF chromatin loops are gradually established in pig preimplantation embryos but not in mouse.**

At chromatin loop level, we found that a small fraction of CTCF chromatin loops in PEF may be established in pig preimplantation embryos, while little such loops in MEF has been established before ICM stage in mouse. In mammals, about ~39% of the TAD boundaries carry strong chromatin loops, which are stable for binding of structural proteins like CTCF [[9](#_ENREF_9)]. As TADs are believed to be conserved between cell types [[9](#_ENREF_9)], these strong and stable CTCF-anchored chromatin loops should also be conserved. Thus, we set out to determine how those loops are established in pig preimplantation embryos. We used the CTCF loops in PEFs as a reference and compared the aggregate peak analysis (APA) scores between zygote, 4-cell and morula stages (Figure S5A). The APA scores are all gradually increased in the three lineages with IVF be the fastest (Figure S5A and B). At the zygote stage, the z-scores are negative, indicating a depletion of CTCF-anchored chromatin loops. The loops seem to be established at the 4-cell stage as indicated by positive z-scores, and the loop strength continues to grow at the morula stage. However, none of the z-scores in the morula stage is comparable to that in PEF stage (Figure S5B). Even for IVF, the z-score is 4.884 at the morula stage, while the score is 36.253 in PEFs. On the other hand, remarkably different patterns are seen in mouse preimplantation embryos, compared with pig. Using the CTCF-anchored chromatin loops in MEFs as a reference, the z-scores remain negative even at the ICM stage with z-scores equal to -0.405, 0.094 and -0.935 for total, maternal and paternal chromosomes, respectively (Figure S5C). These results indicate that initiation of CTCF-anchored chromatin loops may not even started as late as the mouse ICM stage. The early initiation of chromatin loop establishment during ZGA in pig may not necessarily abnormal because this is also observed in IVF pig embryos. However, the slower rate for CTCF-anchored chromatin loop establishment after ZGA in the uniparental pig embryos compared with IVF pig embryos might be a concern. Further investigation is needed to more fully understand the actual cause of this abnormality.

# Supplementary material for: The asynchronous establishment of chromatin 3D architecture between in vitro fertilized and uniparental preimplantation pig embryos
**Source:** Genome Biol. 2020 Aug 10;21:203. doi: 10.1186/s13059-020-02095-z
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. Reproducibility of biological replicates and conservation of chromatin architecture between PEF and MEF. Fig. S2. The prevalence of superdomains in pig preimplantation embryos. Fig. S3. Compartmentalization saddle plots of pig IVF and mouse Hi-C data. Fig. S4. Gradual establishment of TADs during pig IVF embryogenesis. Fig. S5. Loop reprogramming in pig and mouse preimplantation embryos. Fig. S6. Normalized Hi-C contact heatmaps for the same 10 Mb region as Fig. 3a for both replicates. Fig. S7. PC1 values and correlation matrix of chromosome 14 for both replicates and compartmentalization saddle plots of pig PA and AG Hi-C data. Fig. S8. Pearson correlation coefficient of the PC1 using single replicates. Fig. S9. PC1 and correlation matrices of all chromosomes for pig PA and AG embryos at different stages. Fig. S10. TADs are asynchronously established in the two parental alleles. Fig. S11. Embryonic development-related genes enriched in TAD boundaries with different insulation strengths compared uniparental with IVF embryos.

Supplementary Figures

A

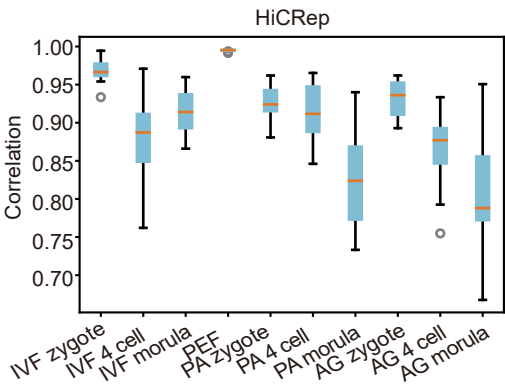

B

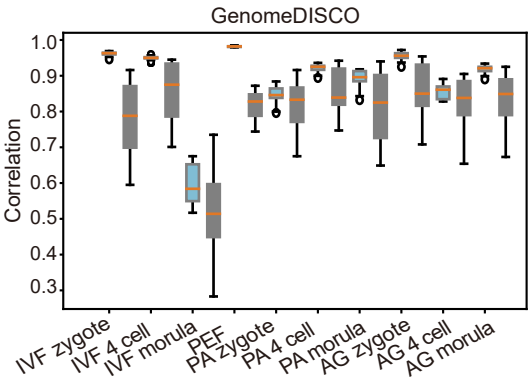

C

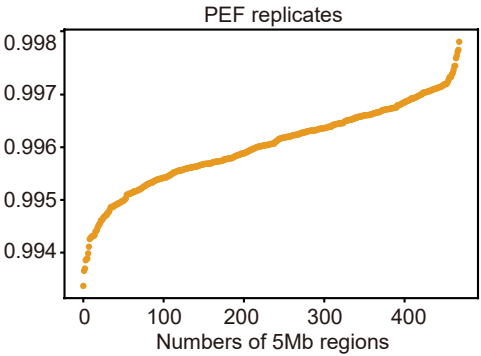

D

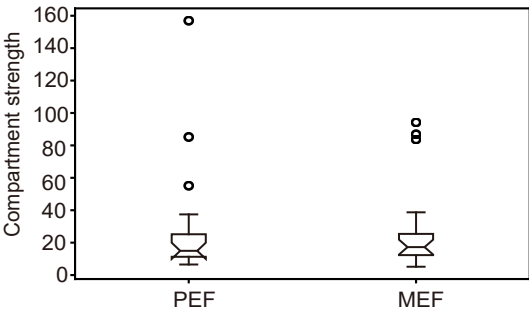

E

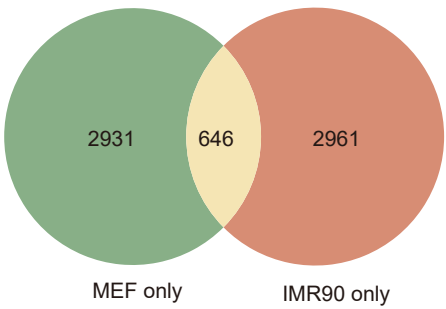

G

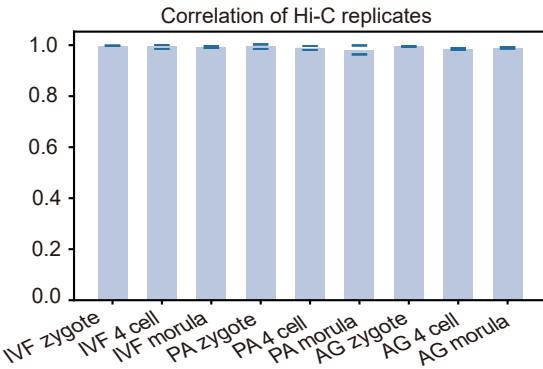

F

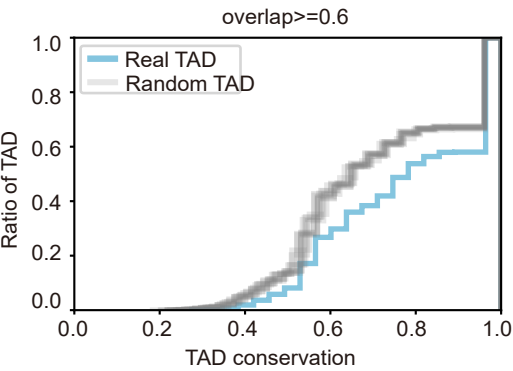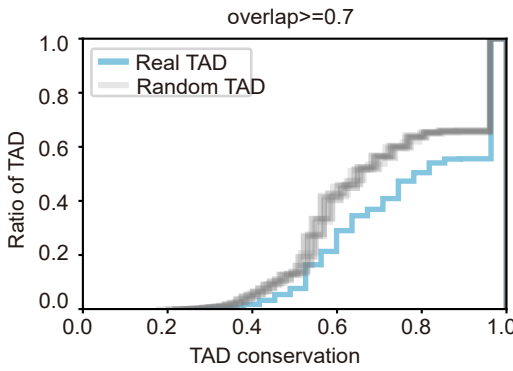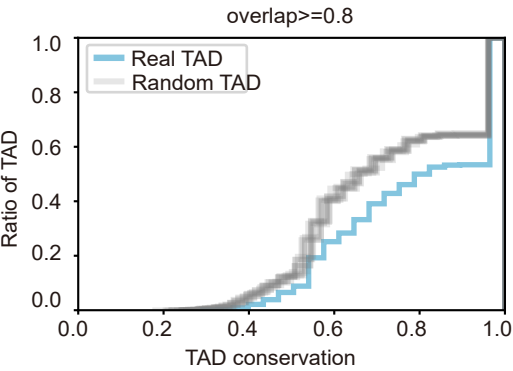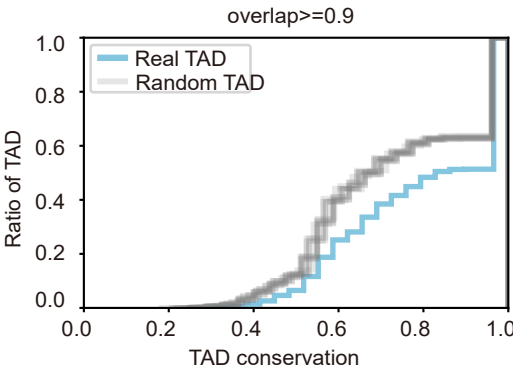

**Fig. S1.** Reproducibility of biological replicates and conservation of chromatin architecture between PEF and MEF.

**A**, Reproducibility of biological replicates calculated using HiCRep. **B**, Reproducibility of biological replicates calculated using GenomeDISCO. Correlation between the examined sample and one randomly picked sample was used as control and shown in grey. **C**, Scatter plot showing Pearson's correlation coefficient (PCC) of two PEF Hi-C replicates in every 5Mb sliding windows. **D**, Boxplots showing the compartment strength in PEF and MEF. **E**, Venn graphs showing the overlap of TAD borders between MEF and IMR90 ( $P < 4.09E-33$  compared to random, Fisher's exact test). **F**, Cumulative curve of TAD according to TAD conservation. The same ratio under randomly shuffled TADs was shown in gray as control. Four panels were drawn for different overlapping ratio of a bin belonging to one TAD. **G**, Bar charts showing the Pearson's correlation coefficient (PCC) between the two replicates of Hi-C data for early embryos.

A

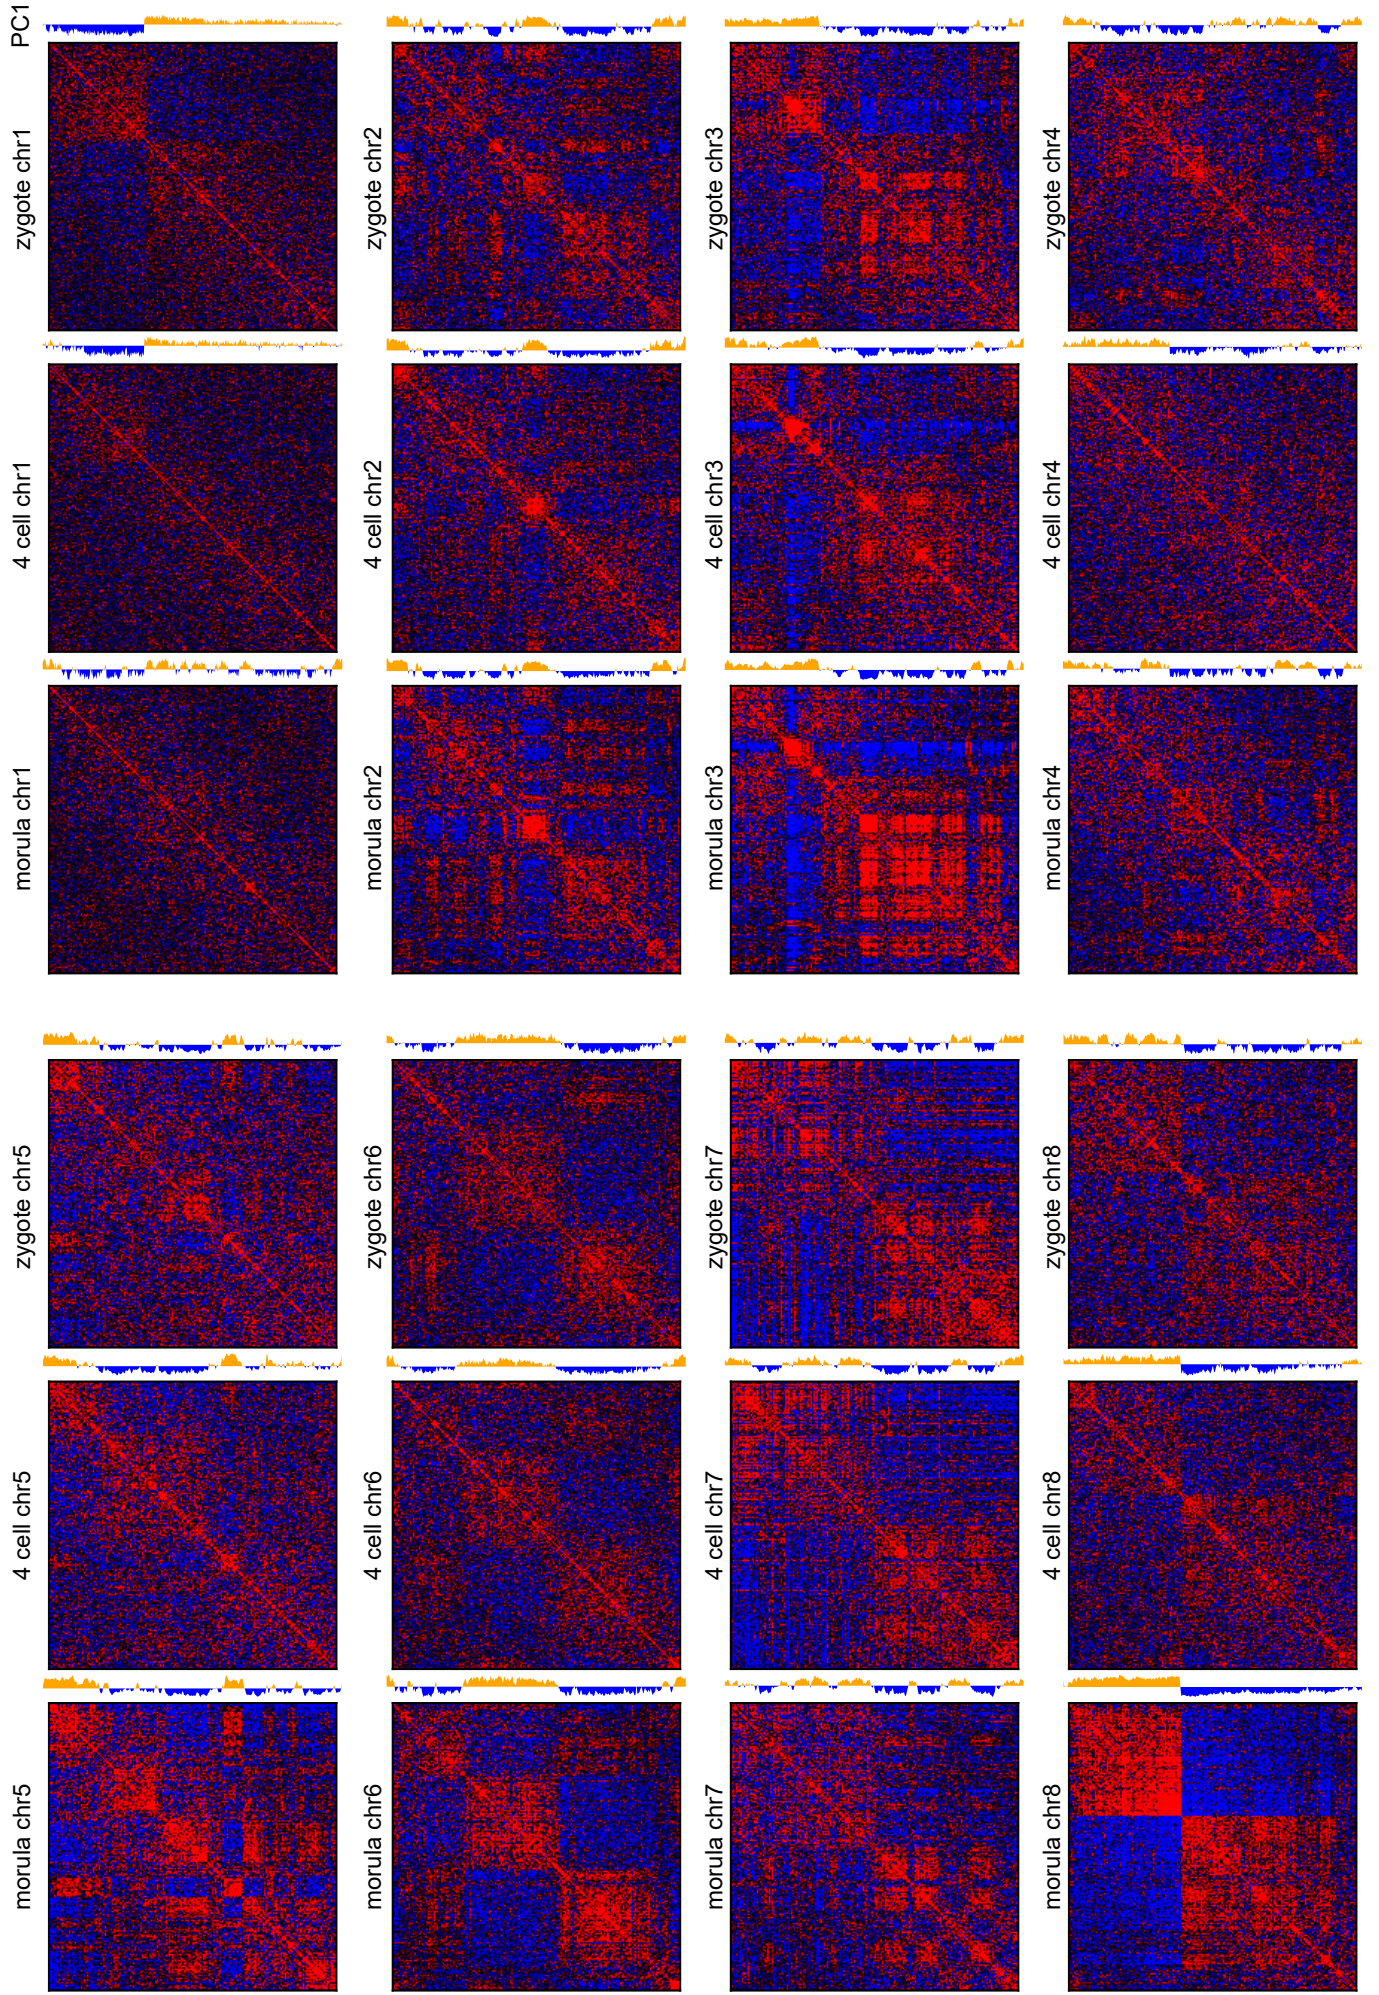

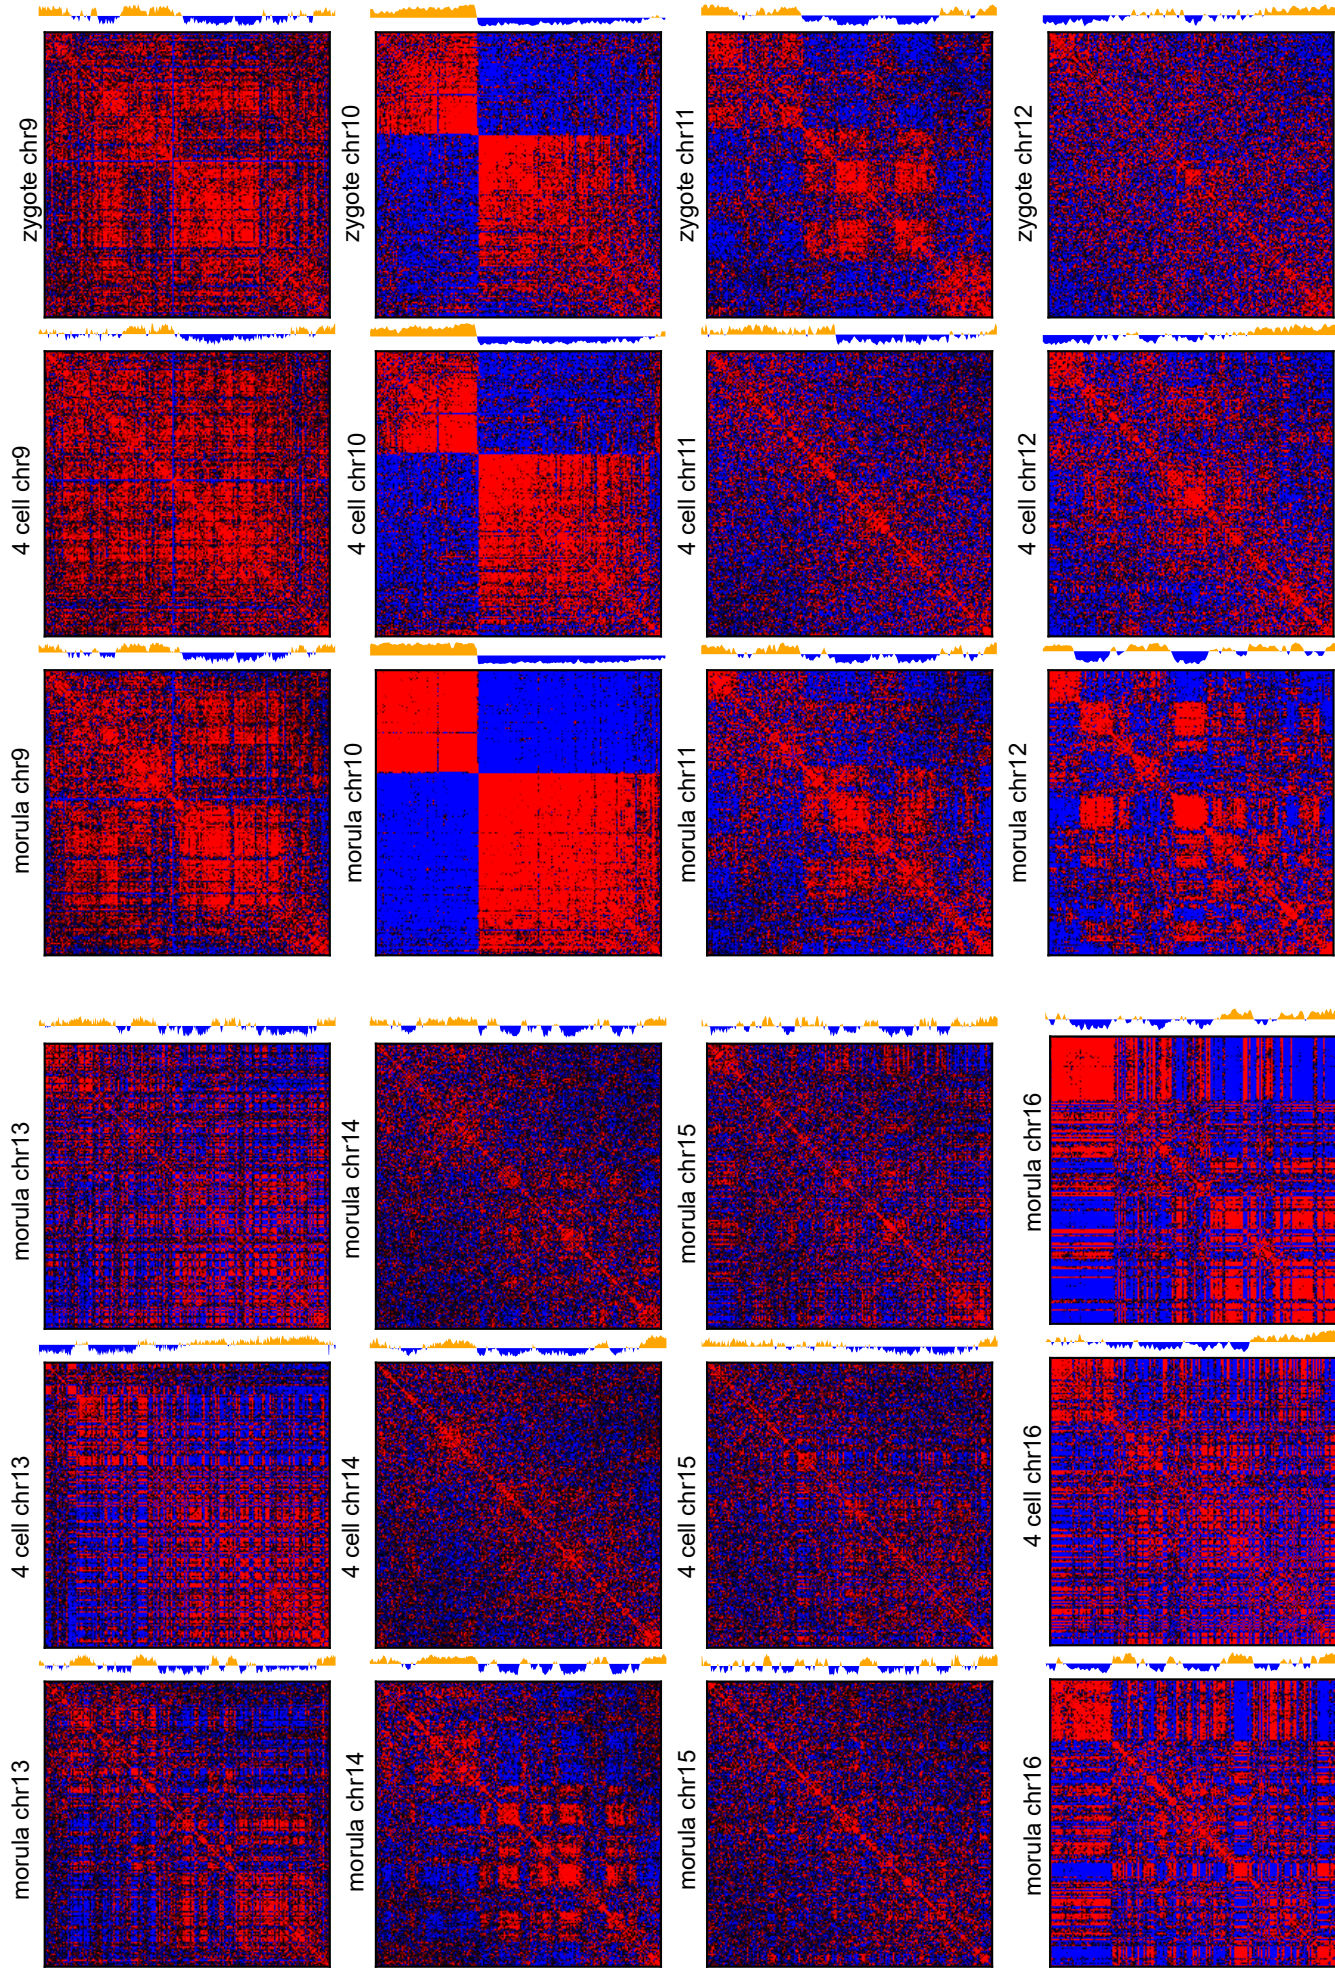

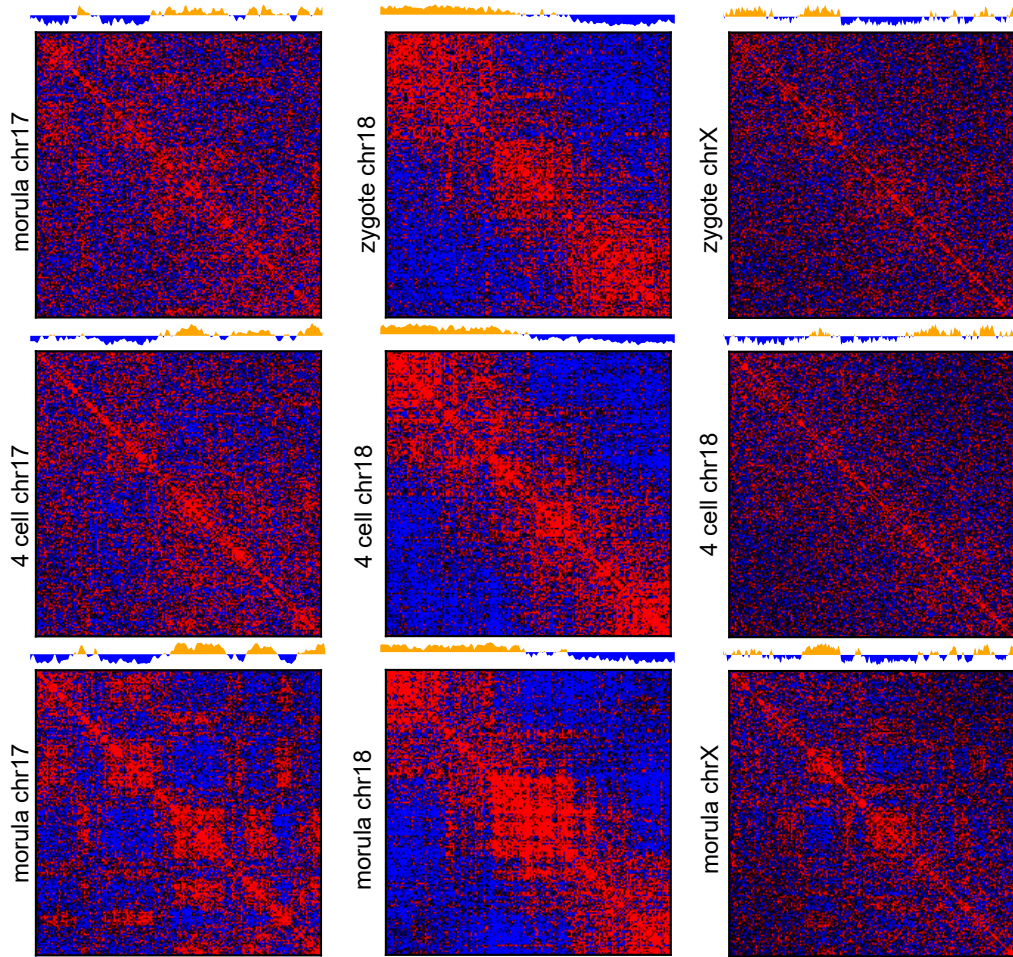

**B**

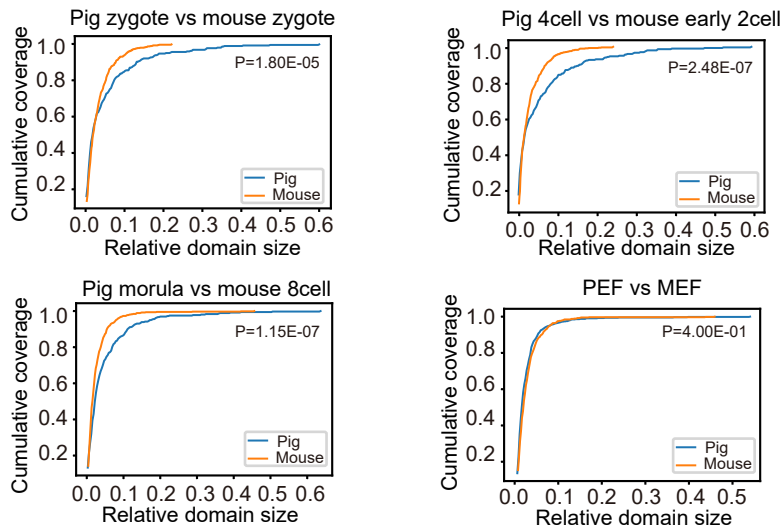

**Fig. S2.** The prevalence of superdomains in pig preimplantation embryos. **A**, PC1 and correlation matrix of all chromosomes for pig IVF embryos. **B**, The accumulative curve for genome coverage by domains size using total raw data. X-axis represents the relative domain size, ie. domain length /chromosome length.

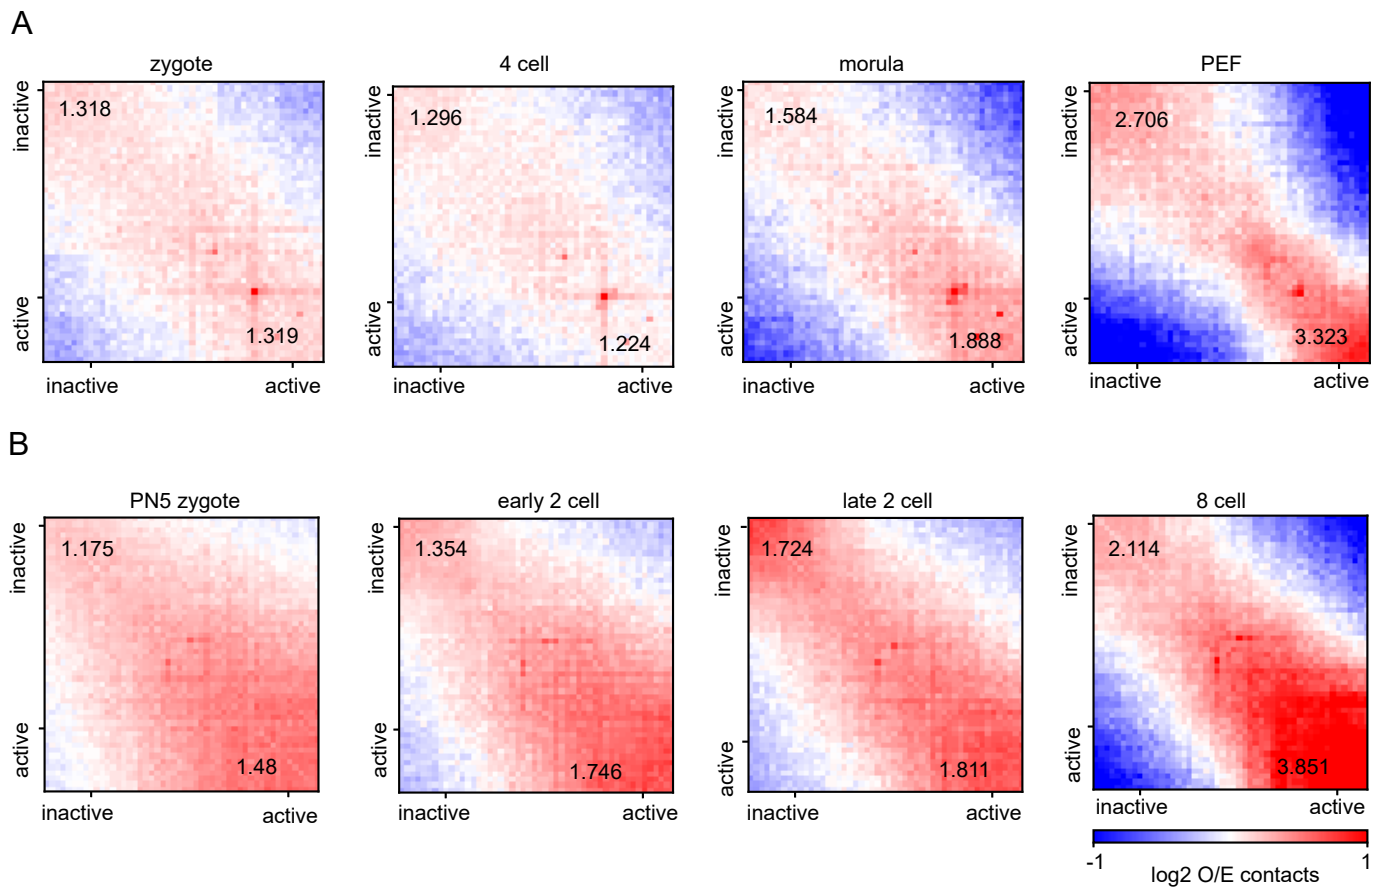

**Fig. S3.** Compartmentalization saddle plots of pig IVF **(A)** and mouse **(B)** Hi-C data binned at 300kb resolution at different developmental stages. For embryos, bins are sorted by PC1 value derived from Hi-C data obtained with morula and 8 cell for pig and mouse, respectively. For PEF, the PC1 value of itself was used to sorted bins. In these plots preferential B-B interactions are in the upper left corner, and preferential A-A interactions are in the lower right corner. Numbers in corners represent the strength of AA interactions as compared to AB interaction and BB interactions over BA interactions.

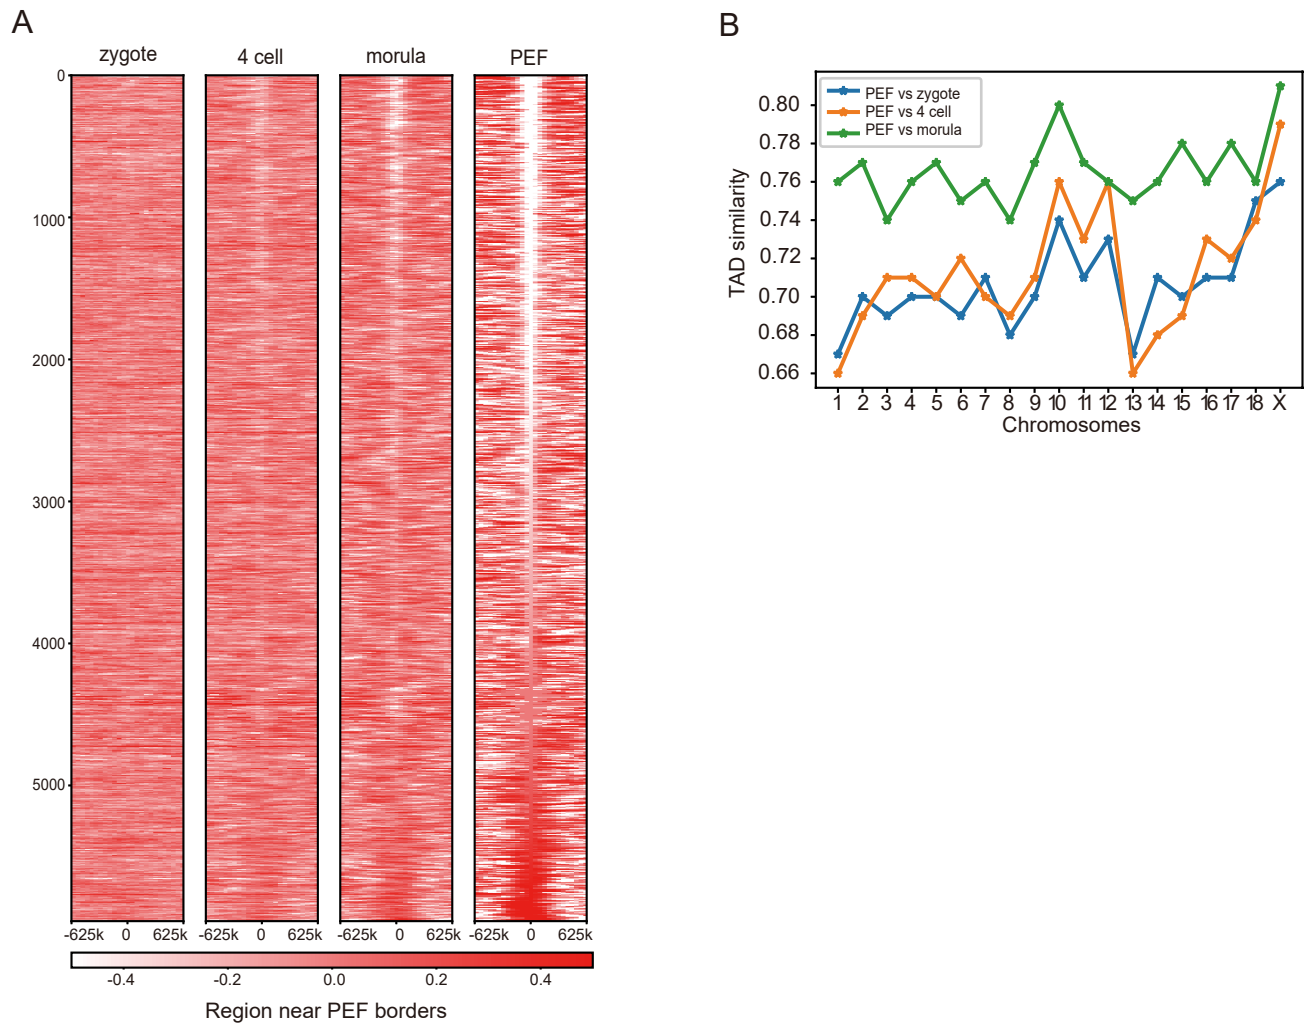

**Fig. S4.** Gradual establishment of TADs during pig IVF embryogenesis. **A**, Heatmaps showing the strength of all TAD boundaries at different developmental stages of pig IVF embryos. **B**, TAD similarity between PEF and developmental embryos of IVF for each chromosome.

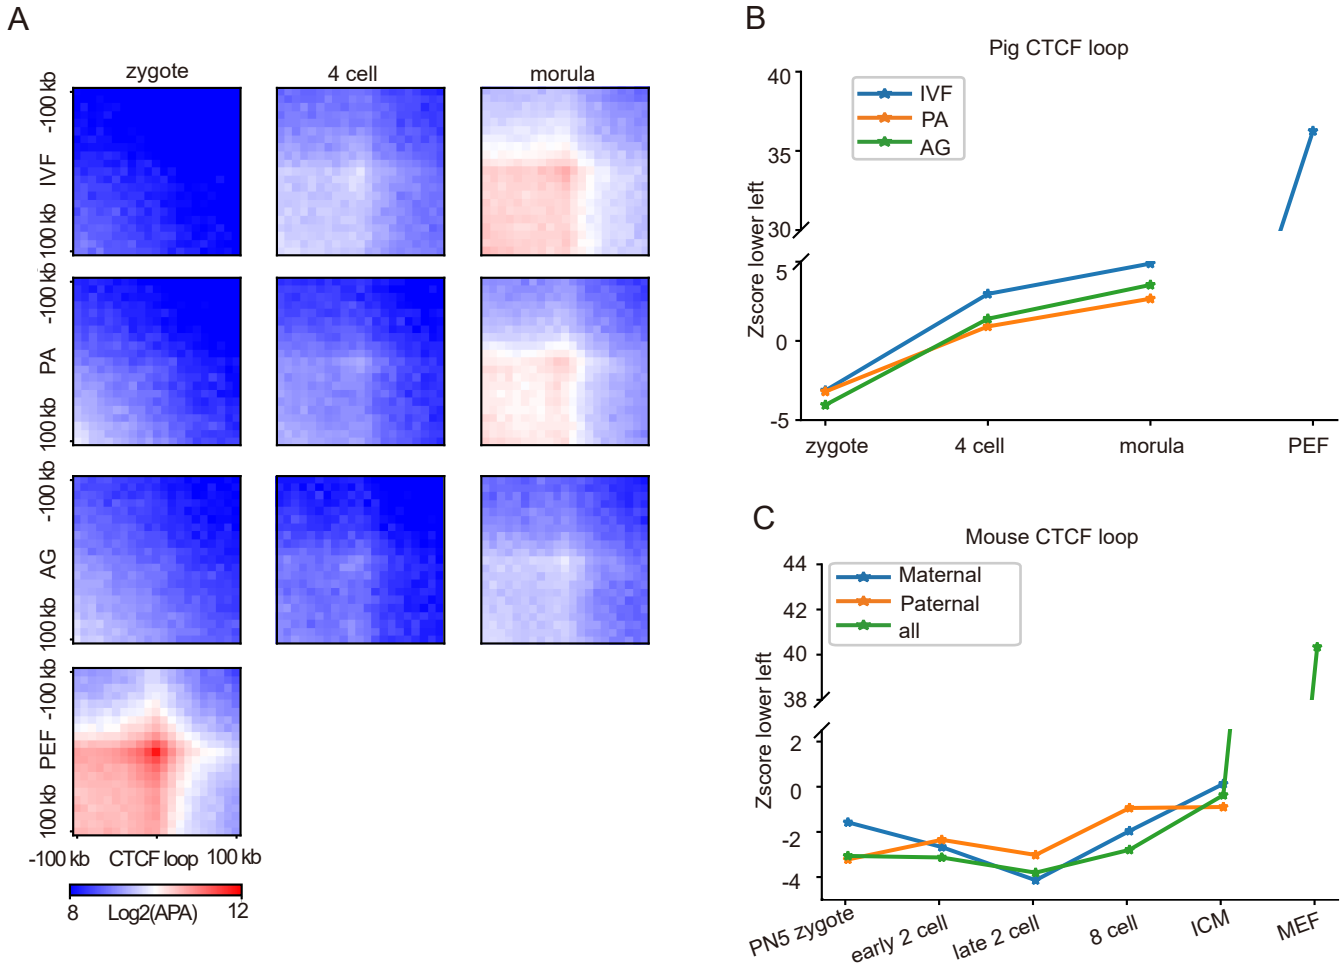

**Fig. S5.** Loop reprogramming in pig and mouse preimplantation embryos. **A**, Aggregate loop plots showing the strength of PEF CTCF loops in IVF, PA and AG preimplantation embryos and in PEF. **B**, Z-score of the central pixel relative to the all of the pixels in the lower left corner for pig embryonic samples. **C**, Z-score of MEF CTCF loops in each stage of mouse embryogenesis for maternal and paternal alleles. The score was also shown for all reads.

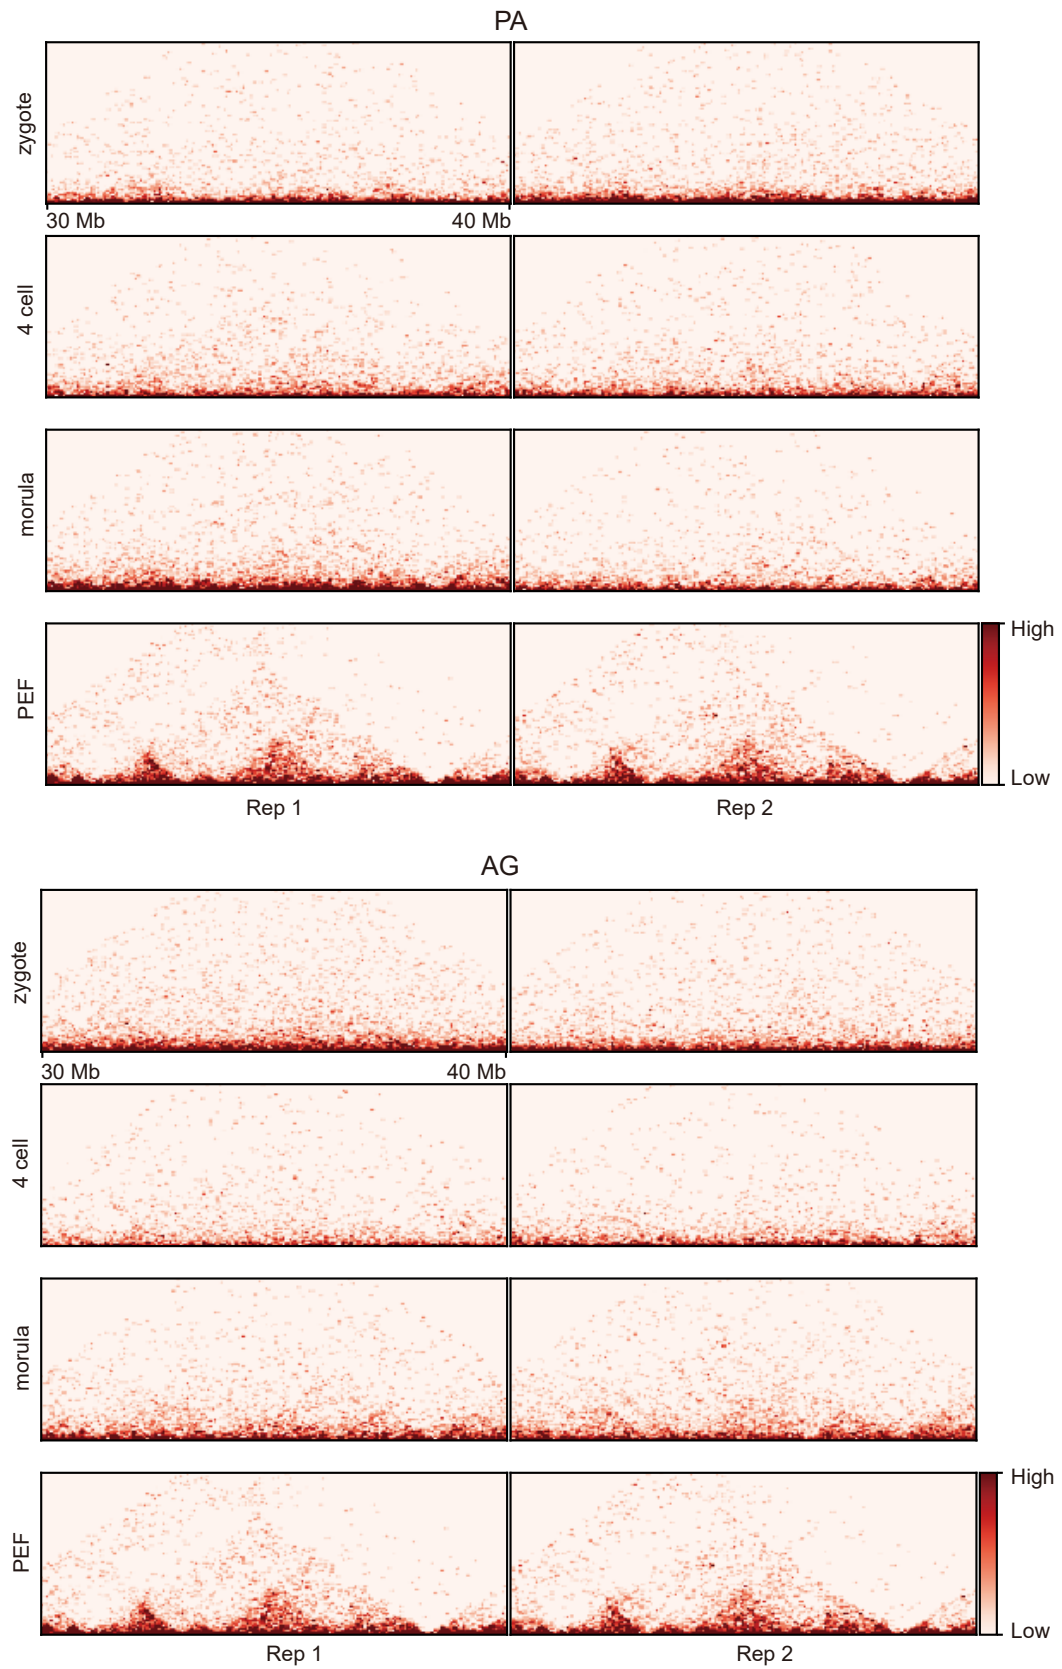

**Fig. S6.** Normalized Hi-C contact heatmaps for the same 10 Mb region as figure3A for both replicates.

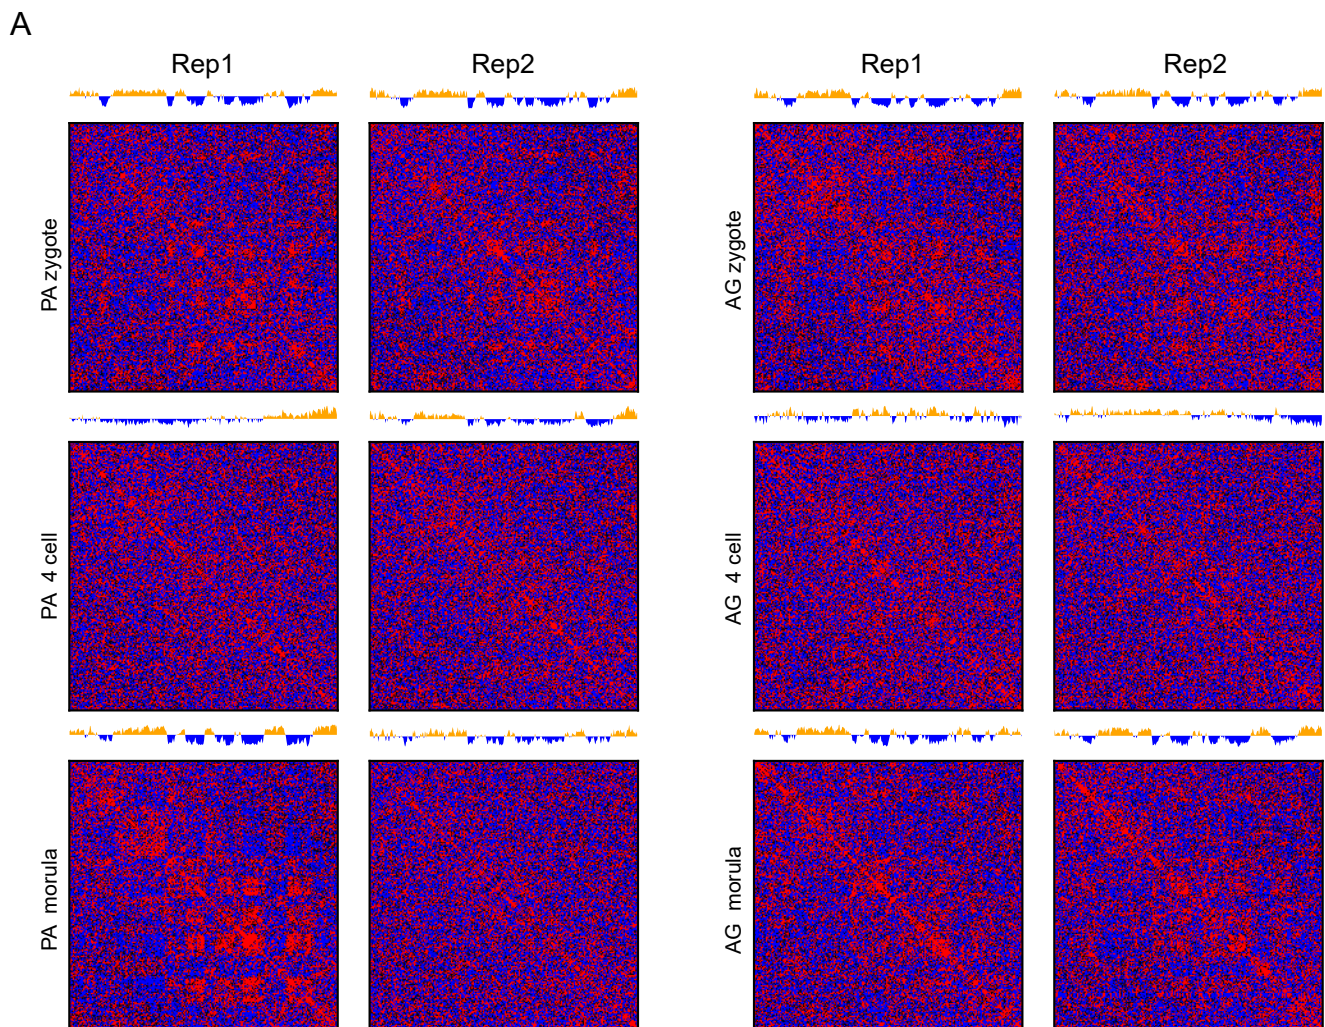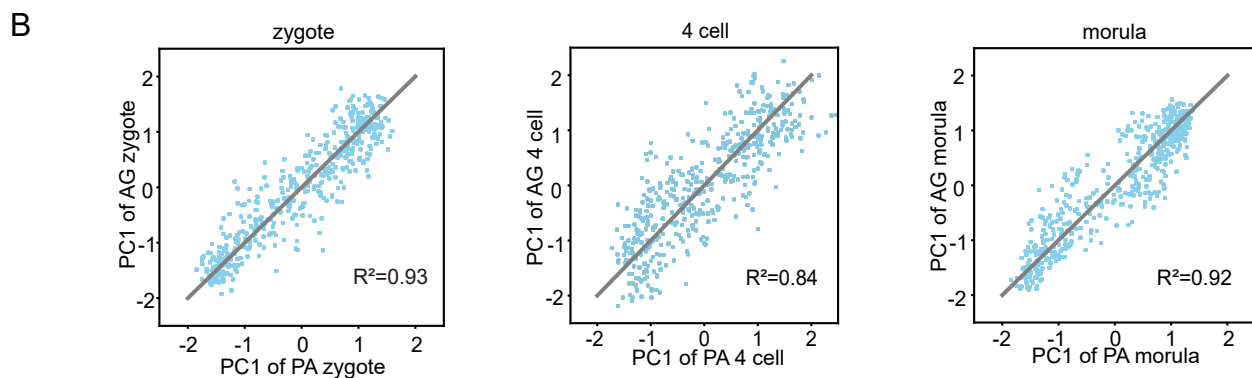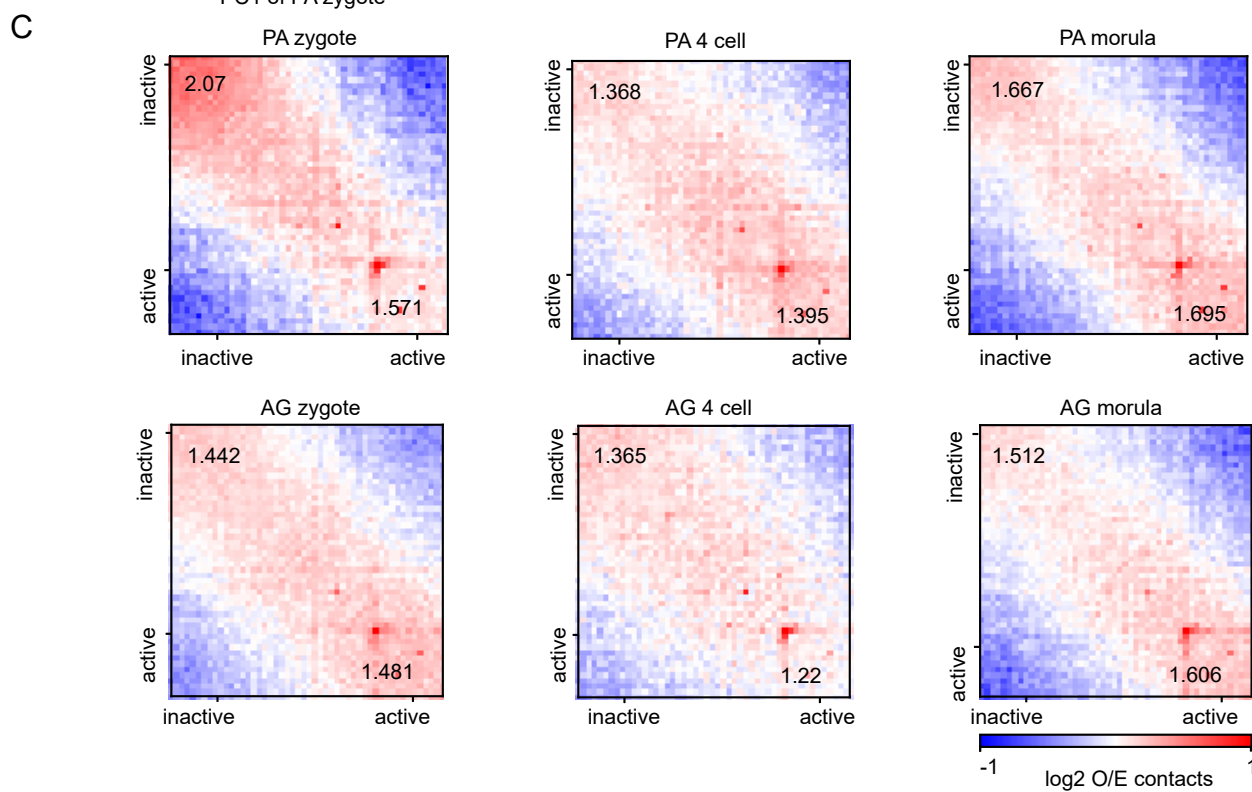

D

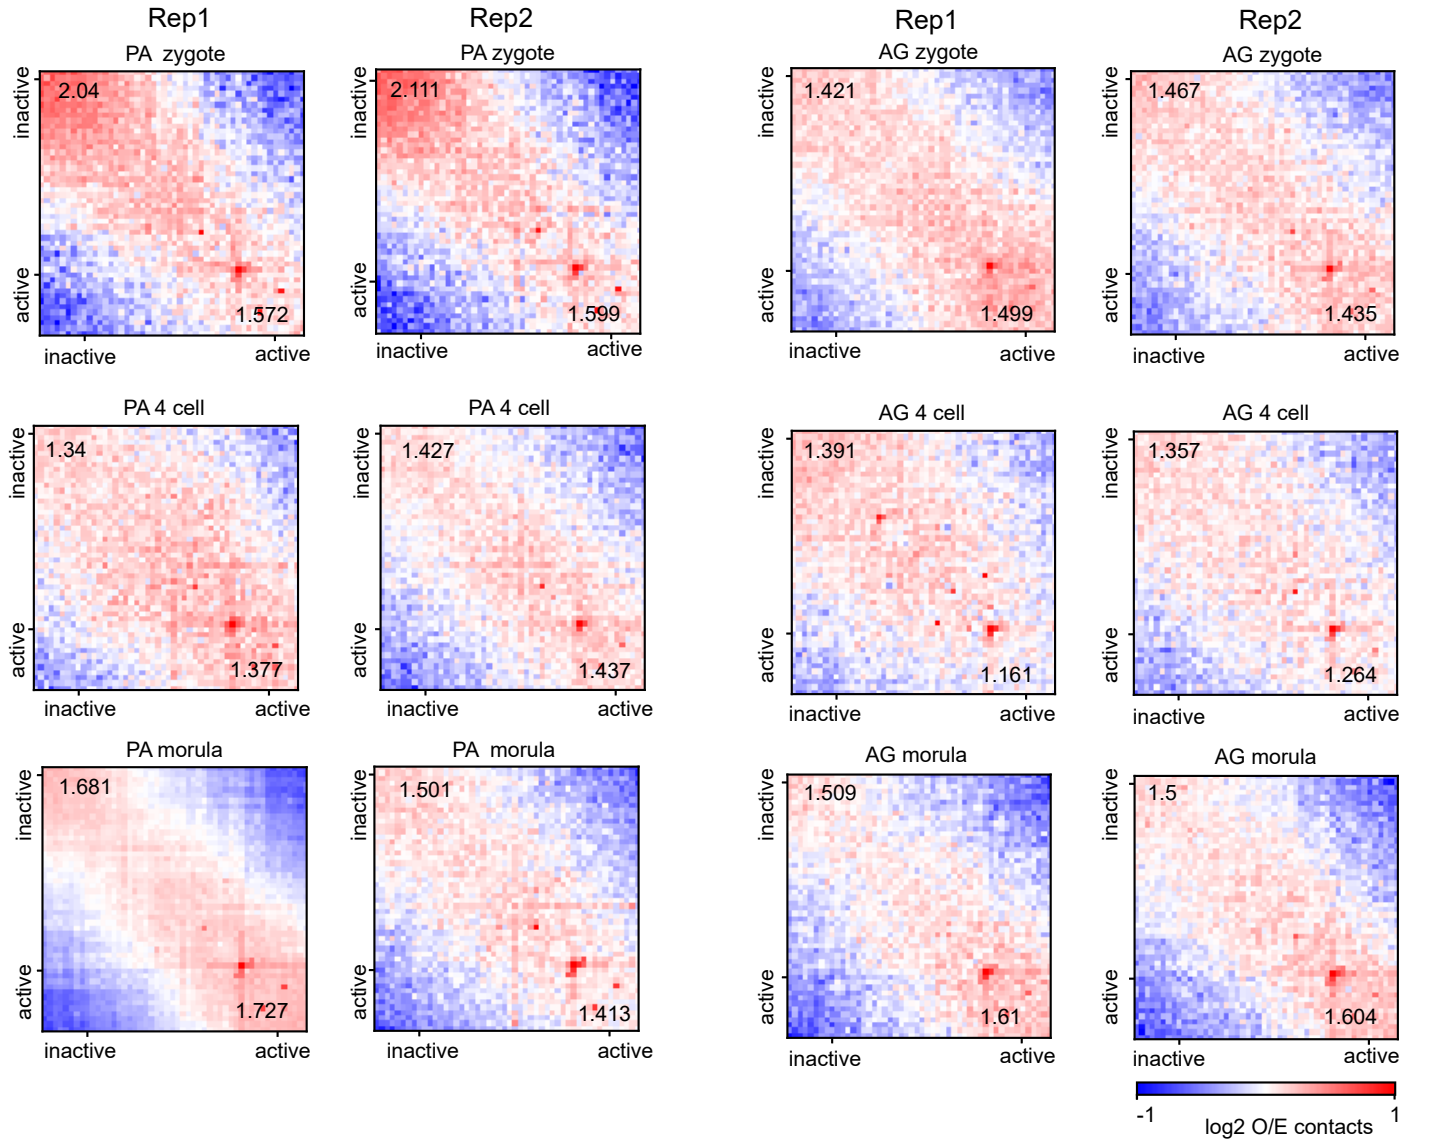

**Fig. S7.** PC1 values and correlation matrix of chromosome 14 for both replicates and compartmentalization saddle plots of pig PA and AG Hi-C data. **A**, PC1 values and correlation matrix of chromosome 14 for both replicates. **B**, Scatter plots of the compartments scores in chromosome 14. Each dot represents the PC1 value of a bin (binsize=300kb). **C**, Compartmentalization saddle plots of pig PA and AG Hi-C data binned at 300kb resolution at different developmental stages. Bins are sorted by PC1 value derived from Hi-C data obtained with IVF morula. **D**, Compartmentalization saddle plots for both replicates.

A

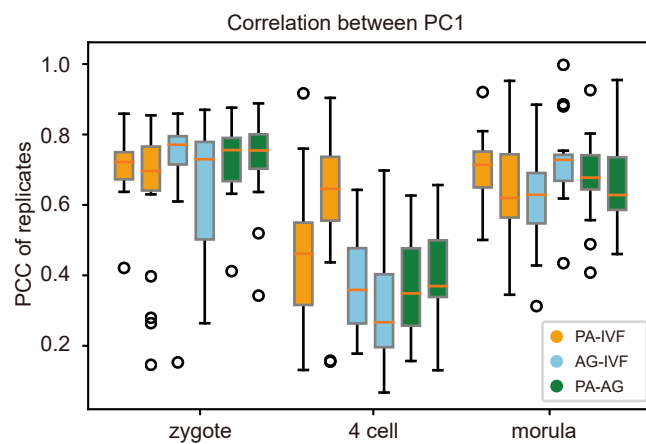

B

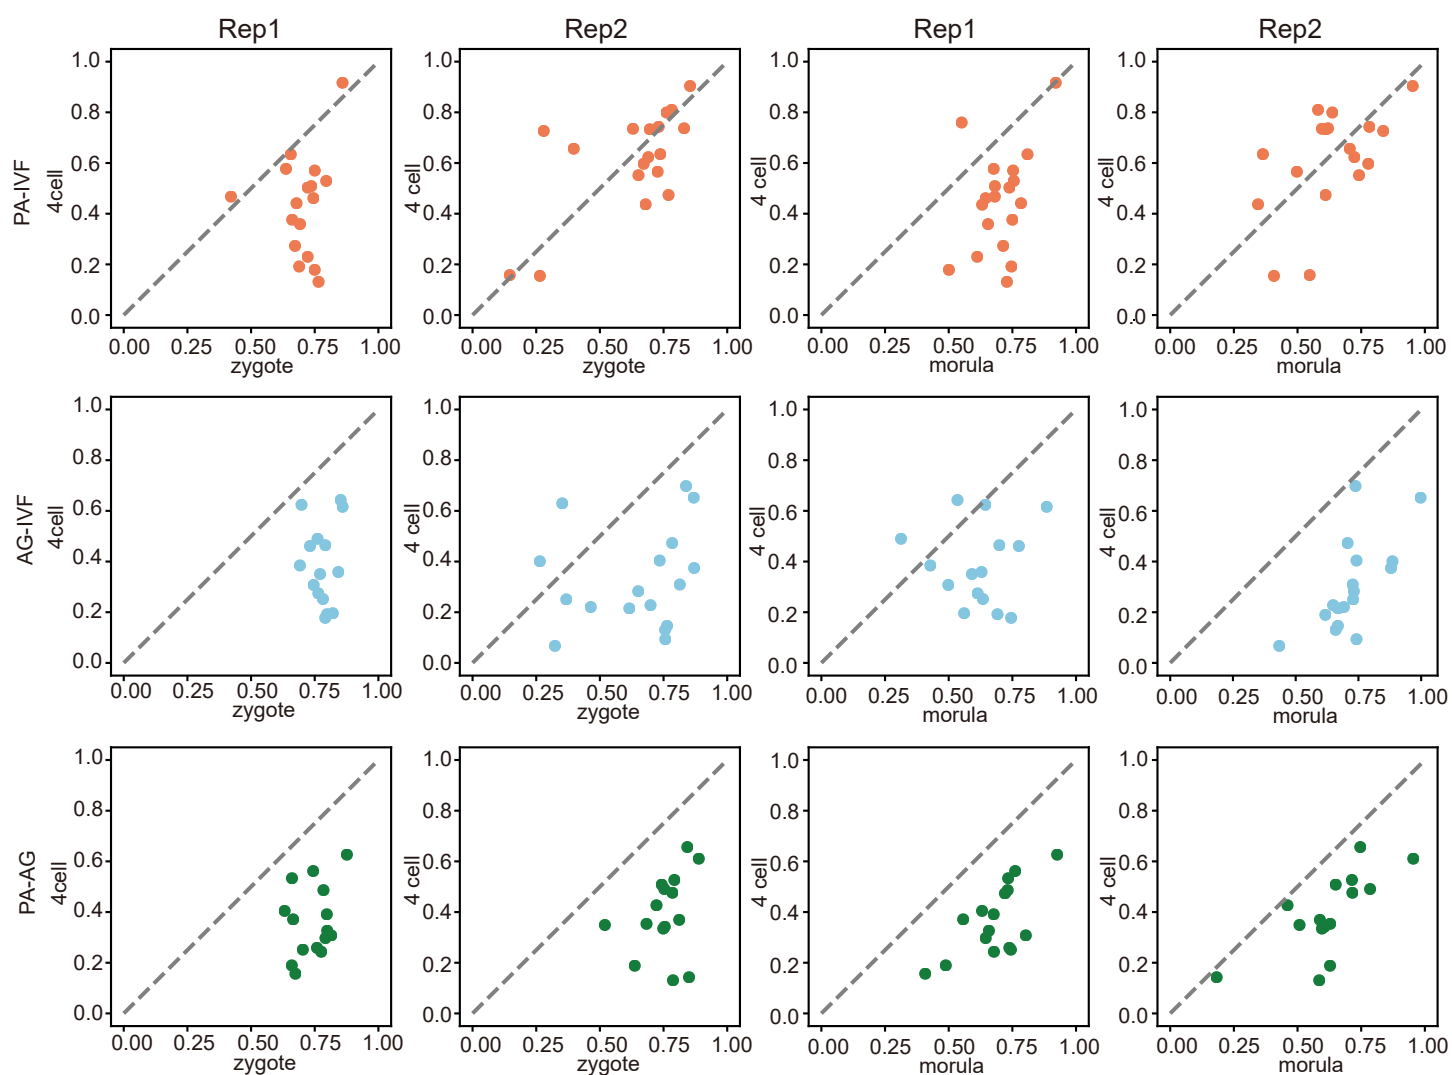

**Fig. S8.** Boxplots and scatter plots showed Pearson correlation coefficient of the PC1 using single replicates.

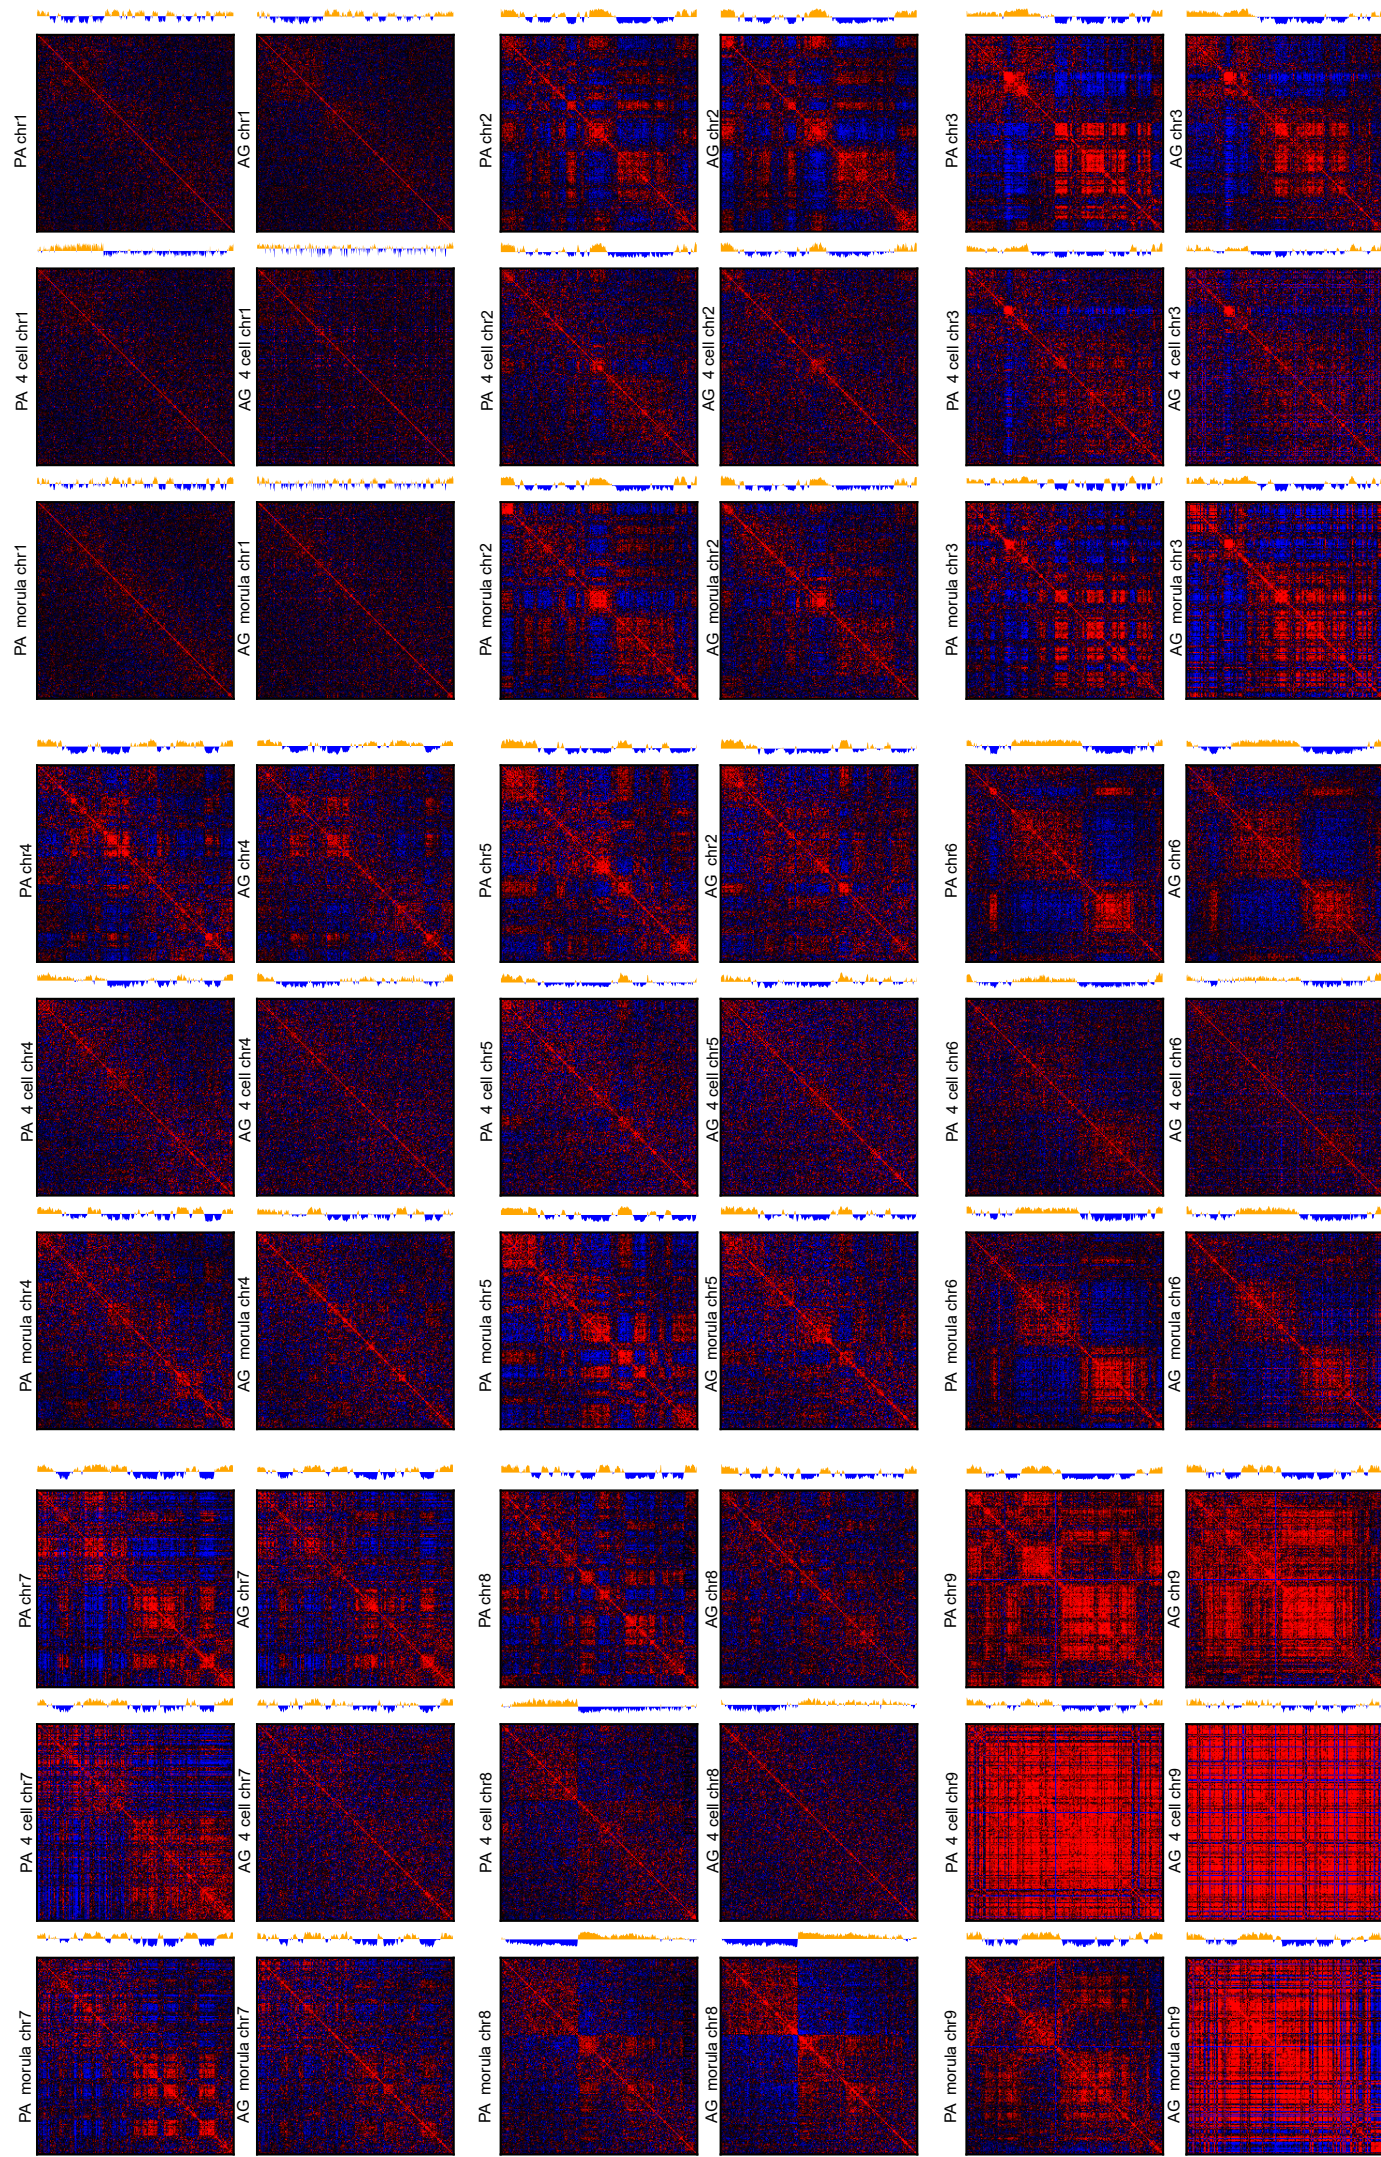

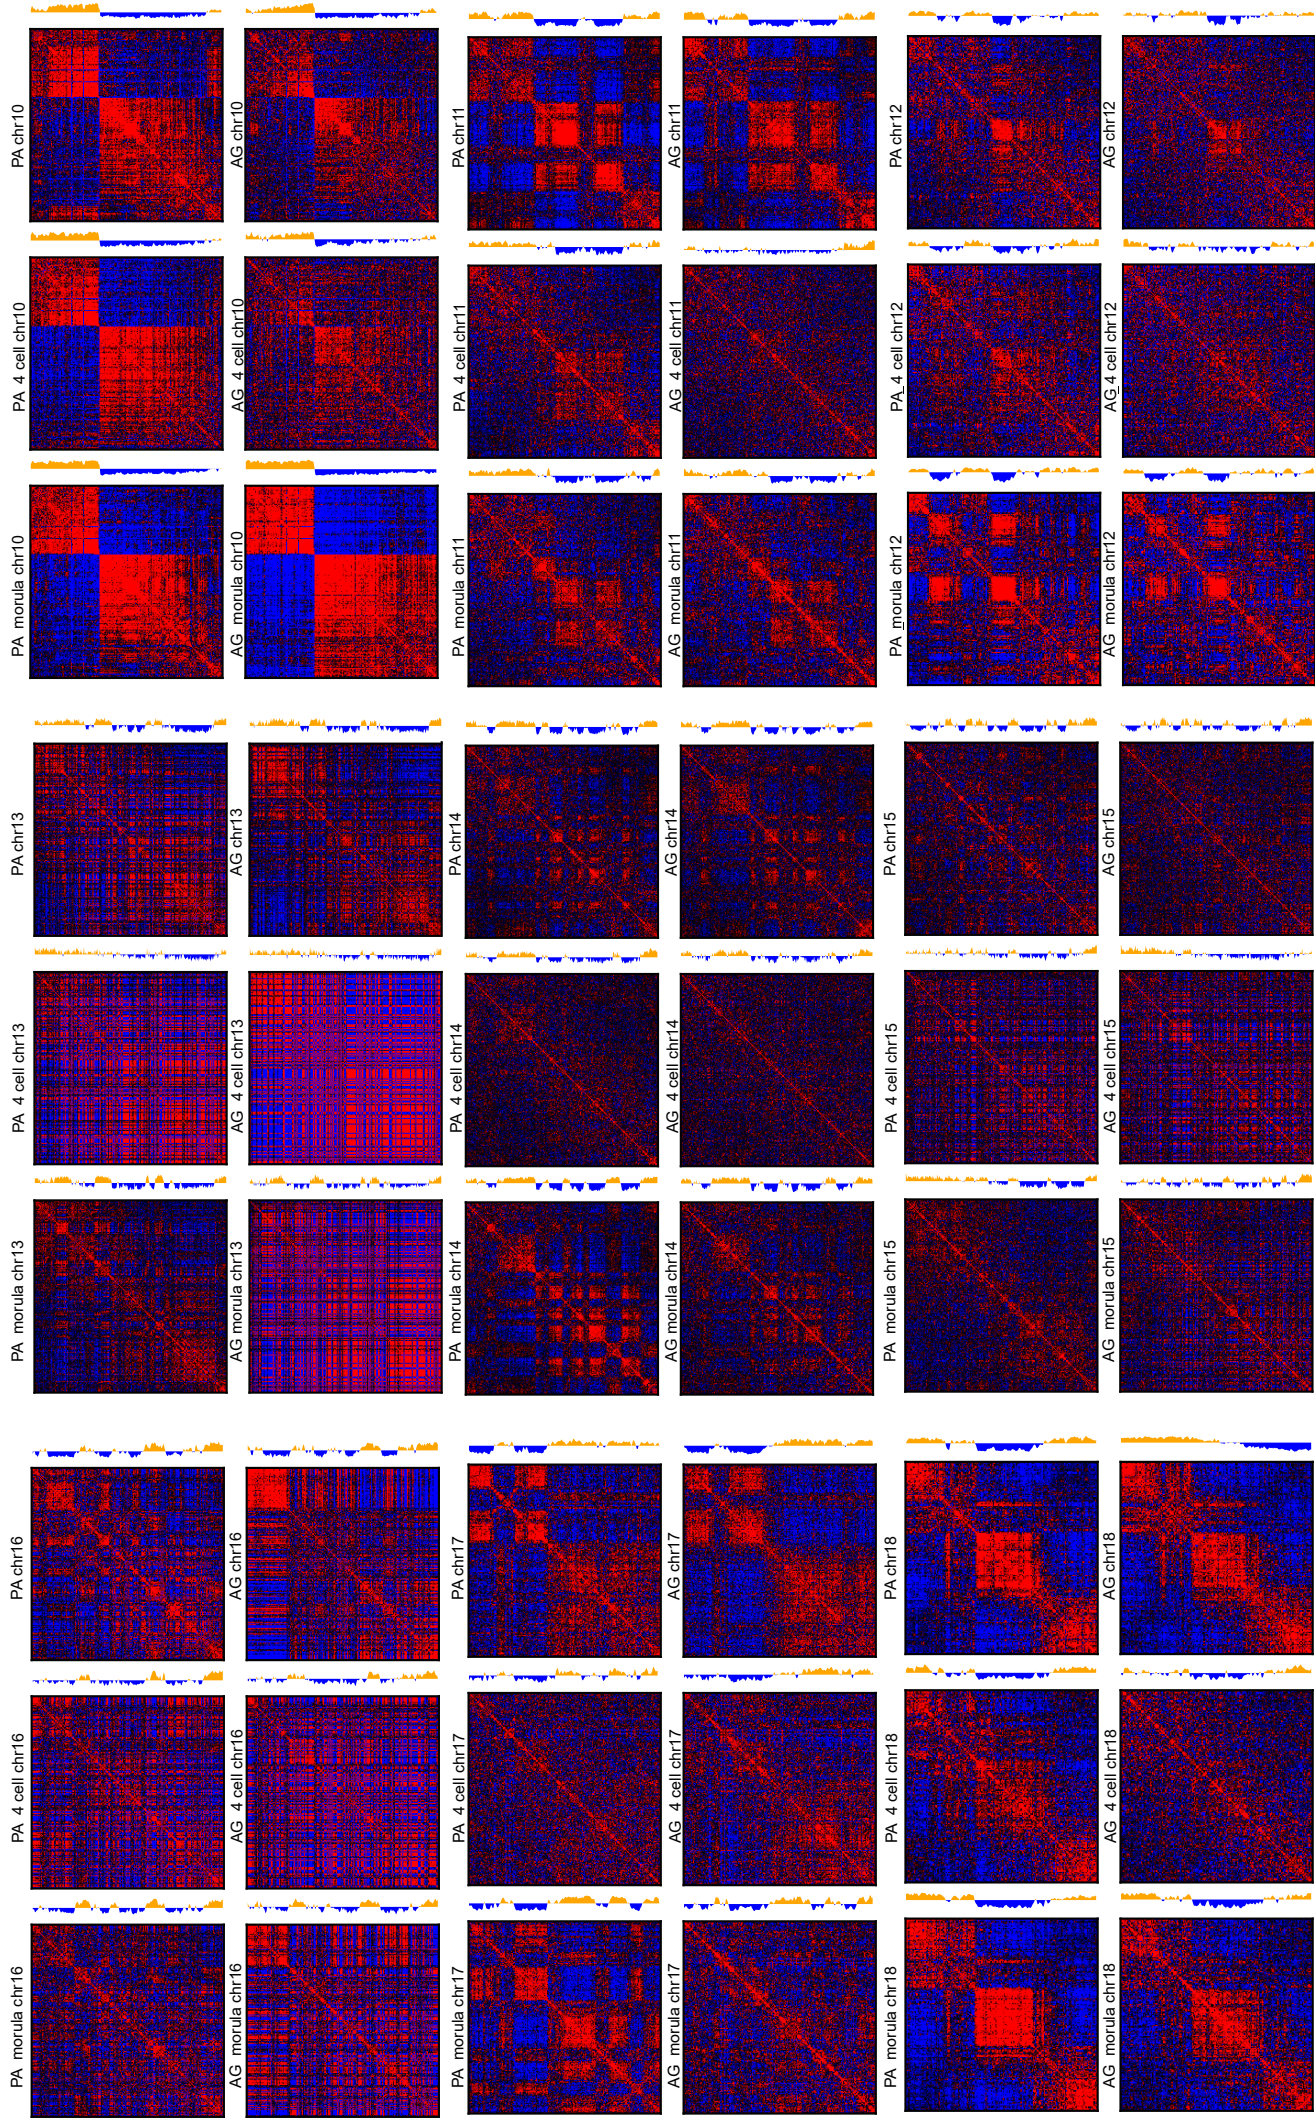

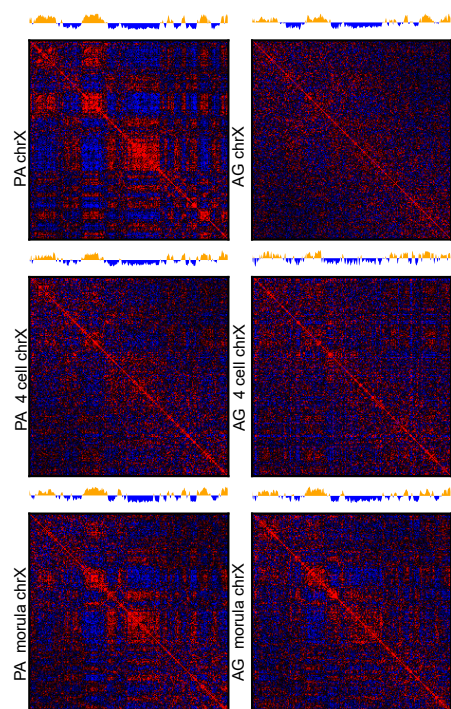

**Fig. S9.** PC1 and correlation matrices of all chromosomes for pig PA and AG embryos at different stages.

A

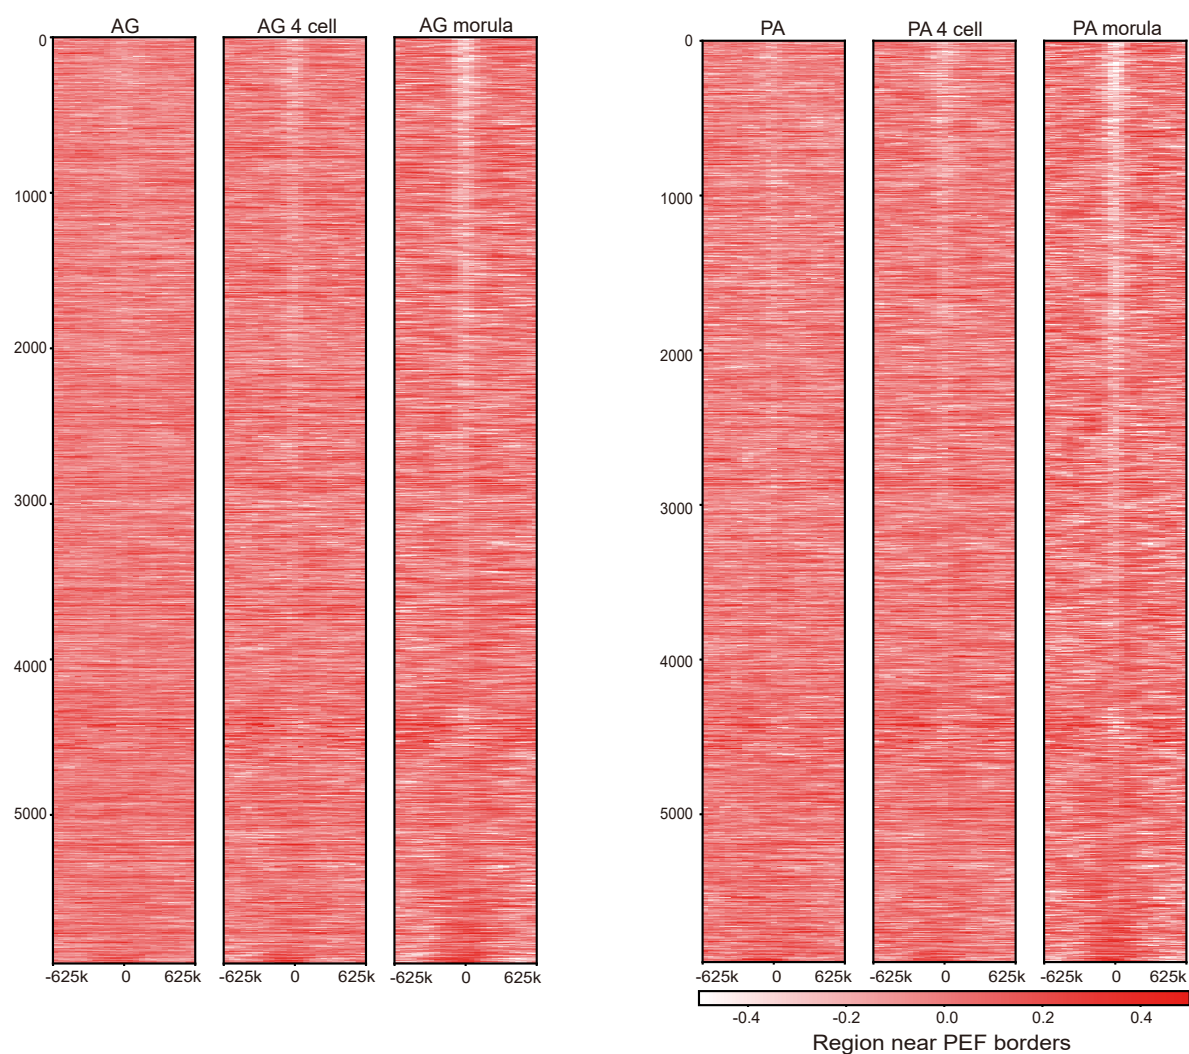

B

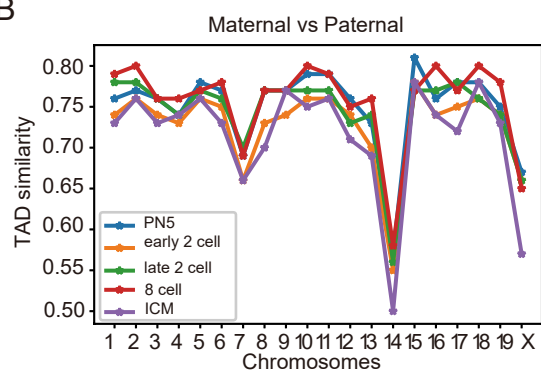

**Fig. S10.** TADs are asynchronously established in the two parental alleles. **A**, Heatmaps showing the strength of all TAD boundaries at different developmental stages of pig PA and AG embryos. **B**, TAD similarity between maternal and paternal alleles in different developmental stages of mouse embryogenesis.

A

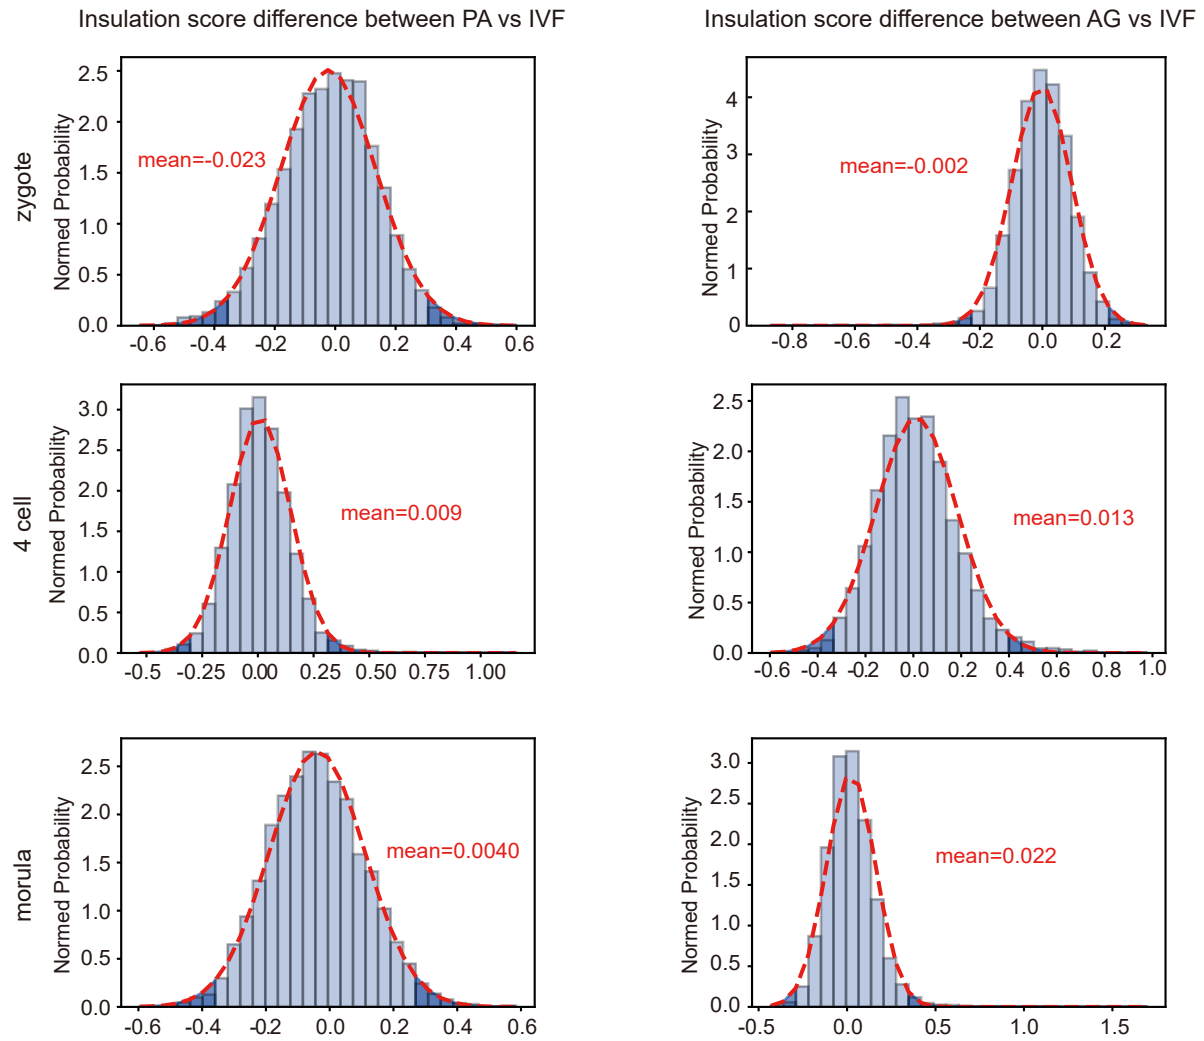

B

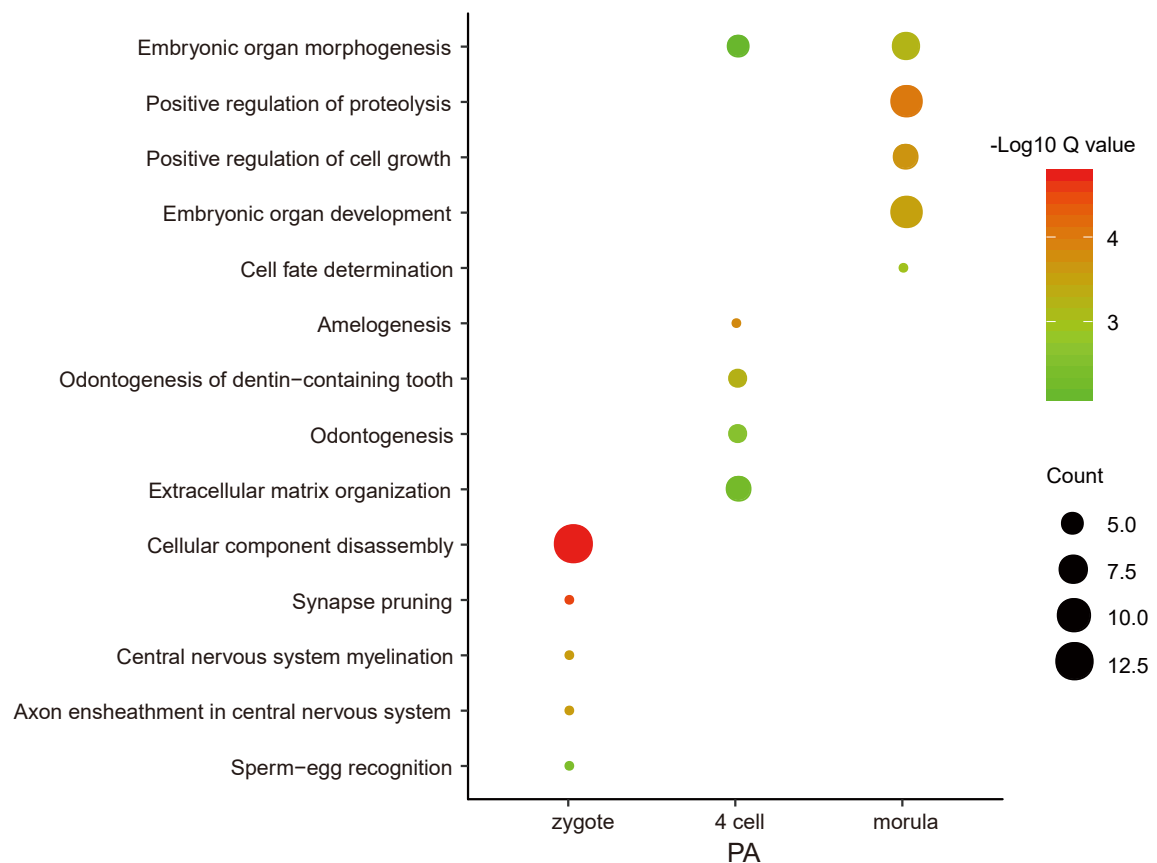

C

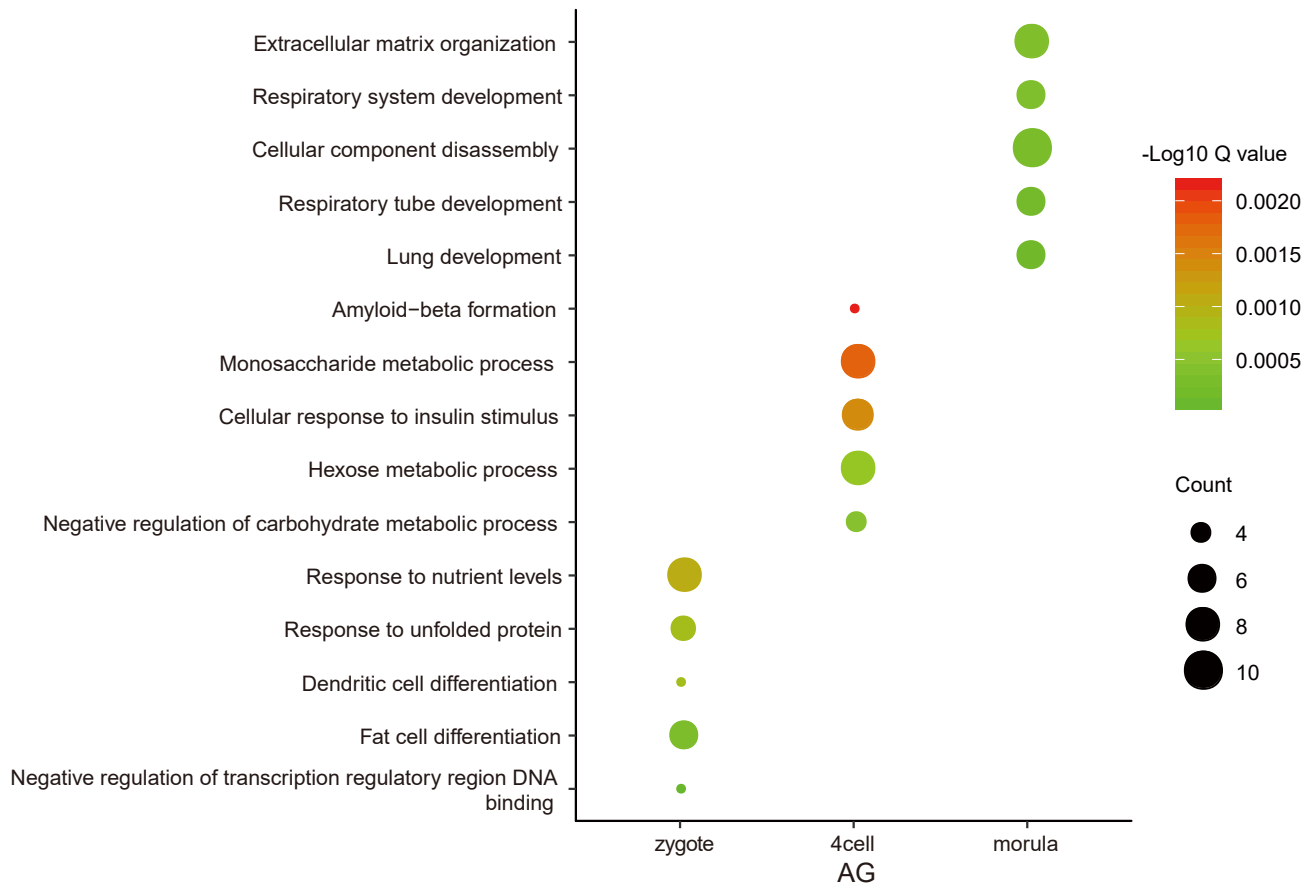

**Fig. S11.** Embryonic development-related genes enriched in TAD boundaries with different insulation strengths compared uniparental with IVF embryos. **A**, Left: Histograms showing the IS difference of PA borders and IVF borders in 1cell, 4cell and morula stage. 5% confidence intervals are colored in dark blue. Right: IS difference of AG borders and IVF borders. **B**, **C**, The enriched GO terms for genes that are located within TAD borders having significantly different insulation strength between PA and IVF embryos (B) as well as between AG and IVF embryos (C).

# Supplementary material for: The asynchronous establishment of chromatin 3D architecture between in vitro fertilized and uniparental preimplantation pig embryos
**Source:** Genome Biol. 2020 Aug 10;21:203. doi: 10.1186/s13059-020-02095-z
**Supplement:** Supplementary file 4 — Additional file 4: Table S2. Comparison of the p(s) curve between uniparental embryos and the IVF embryos.

Table S2. Comparison of the p(s) curve between uniparental embryos and the IVF embryos

| Large than 10 MB | | | | |
| --- | --- | --- | --- | --- |
| samples | JSD of Uniparental and IVF | Mean JSD of replicates | P value | P value <0.05 |
| PA_zyg | 0.0029 | 0.0005 | 1.5e-06 | √ |
| PA_4cell | 0.0003 | 0.0005 | 0.377 |  |
| PA_morula | 0.0004 | 0.0005 | 0.700 |  |
| AG_zyg | 0.0008 | 0.0005 | 0.155 |  |
| AG_4cell | 0.0010 | 0.0005 | 0.030 | √ |
| AG_morula | 0.0013 | 0.0005 | 0.004 | √ |

| 50KB ~ 1 MB | | | | |
| --- | --- | --- | --- | --- |
| samples | JSD of Uniparental and IVF | Mean JSD of replicates | P value | P value <0.05 |
| PA_zyg | 0.0056 | 0.0006 | 0.0 | √ |
| PA_4cell | 0.0024 | 0.0006 | 2.94e-05 | √ |
| PA_morula | 0.0023 | 0.0006 | 6.84e-05 | √ |
| AG_zyg | 0.0005 | 0.0006 | 0.491 |  |
| AG_4cell | 0.0018 | 0.0006 | 0.0008 | √ |
| AG_morula | 0.0001 | 0.0006 | 0.074 |  |

How the deposited data were processed for this re-analysis (not part of the article)

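ChIP-seq of H3K4me3, H3K27ac and CTCF was carried out in untreated pig embryonic fibroblasts, with 2 replicates for each, making 6 libraries. Each library was taken as 1 sample, and marks and replicate numbers were assigned from the sample labels, which match the names in Table S1. The authors mapped the reads with bowtie2, kept uniquely mapped fragments, removed duplicates with Picard and called narrow peaks with MACS2 against a control, separately in each library. The deposited peak lists hold, for each peak, an integer score, a fold enrichment (a ratio over the control), and a p-value and a q-value as −log10. The score is 10 times the −log10 q-value without its decimals in nearly all peaks (99.98% or more in each library), and it was not used further. The methods state a q-value of 0.01, whereas the highest q-value in the deposited lists was between 0.0432 and 0.0499 in the 6 libraries, so that 1.16% and 1.83% of H3K4me3, 3.06% and 3.06% of H3K27ac, and 0.114% and 0.0560% of CTCF peaks had a q-value above 0.01. The lists were analysed as deposited. Input libraries, Hi-C data and the peaks merged by IDR were not analysed here.

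The paper names Sscrofa11.1 as the reference of its Hi-C and RNA-seq reads, and its text names no other for the ChIP-seq reads. Peak positions were read on that assembly with its RefSeq annotation. Gene, bin, overlap and motif analyses used the 28077 genes, of which 19487 are protein-coding, and the peaks on chromosomes 1 to 18 and X. Peaks on unplaced scaffolds (between 431 and 620 per library) were left out of these analyses. Peaks on chromosome Y were described separately.

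Overlap required at least 1 bp. The expected overlap came from 1000 circular shifts of the peaks within chromosomes. Correlations across 50 kb bins were Spearman's rho, compared with 1000 circular shifts of one of the bin tracks. Empty bins were compared with 1000 random placements of the peaks within chromosomes. These tests were one-sided, and the smallest p they can give is 0.001. IDR was computed with a copula mixture model fitted to the −log10 p-values of matched peaks, written for this purpose because the original program was not installed. The CTCF motif was learned by expectation maximisation from the sequences within 50 bp of the summits of 600 peaks, with sequences at 1 kb from the same summits as background, and exact p-values of motif scores were computed from the base composition of that background. Each peak was given the strand of its motif with the highest score only. Motif strands were permuted 1000 times within chromosomes for a two-sided test. The samples, the tests of the main results, the rule for named genes and the alternatives were set before the data were examined, except 1 alternative named in the closing section and the distances that divide neighbouring motifs (10, 50 and 200 kb), which were chosen after the values were seen. The tests of explanations in the closing section were added later, and each part names those chosen after the result was seen. Benjamini-Hochberg adjustment covered the 57 permutation tests of the main results, of which 51 gave the smallest possible p. The permutation tests of alternatives and of the closing section were not adjusted. Fisher's exact test was used for motif shares, within a library. It treats peaks and controls as independent, although each control comes from the same summit as its peak.

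With 2 replicates per mark, values are given per replicate or as mean ± SD. The libraries of different marks were not compared by a model. The lists give no read counts per peak, so no counting interval was computed, and the fold enrichment of a peak was used only to describe, rank or filter peaks. The rule for named genes and regions took the regions the paper names on chromosomes 3 and 5, the 3 shared regions of highest mean fold enrichment for each mark, the 5 widest shared H3K4me3 regions, 13 fibroblast genes, 11 genes of other cell types, the imprinted pair IGF2 and H19, and the HOX genes. H19 was not analysed here. The 7 gene pairs of chromosomes X and Y in the closing section and the limit of 6 Mb were chosen after the peaks of chromosome Y were seen.

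The overlap test, the bin correlations, the share of empty bins, the IDR model, the motif search and the permutation of strands were tested on simulated data, and the other computations were not. Among 2000 simulated peaks, the overlap test recovered 50.95% against a true 50.9%. For unrelated lists of 500 peaks, 2.5% of pairs of lists had a p under 0.05, and for unrelated tracks of 1300 bins 4.75% did. These simulated lists and tracks had no clustering along chromosomes, unlike the real peaks, so they do not give the rate for clustered data. The number of these simulations was raised after a first run with fewer had been seen. In 5000 simulated pairs, the IDR model put the share of reproducible pairs at 0.603 against a true 0.6, and 1.20% of the pairs under IDR 0.01 were noise. A motif planted in simulated sequences was found in 99.5% of the sequences that held it and in 4.08% of those that did not, of 3000 sequences. Alternatives were a −log10 q-value of at least 5, overlap of at least 50% of both peaks, IDR 0.01, a TSS distance of 5 kb, protein-coding genes only, 300 kb bins, covered base pairs in place of peak number, peaks found in both replicates, crossed replicate numbers, a motif p of 1e-05, peaks within 200 bp joined, and each replicate left out in turn. The computations used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.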

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

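The tests of weak peaks, of chance placement and of chance motif hits were chosen after the results were seen, and so were the distances that divide neighbouring motifs; the other tests in this part were stated before their results were computed. The paper does not report the orientation of neighbouring CTCF motifs by distance or the H3K4me3 peaks away from TSSs. Both results stand out because they differ from the level that shifted or permuted data give. The overlap of distal H3K4me3 peaks with H3K27ac was above that level. The convergent share was above it for distant motifs and below it for close motifs. The share of distal H3K4me3 peaks itself was below the shifted level. A TSS lay within 1 kb of 35.0% and 30.5% of the peaks, against 4.25% and 4.24% after shifts. All libraries are from untreated PEFs, so no comparison between conditions bears on either result.

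Convergent pairs made up 34.9% ± 2.02 (SD, n = 2) of neighbouring CTCF motifs 200 kb or more apart, against 25.0% after permutation of strands, and 17.6% ± 0.822 of those less than 10 kb apart. The paper examines motif orientation at TAD boundaries and loop anchors, not between neighbouring motifs along the genome. Chance motif hits have strands that do not depend on their neighbours, so they alone would leave the shares at the permuted level. The 34.9% at 200 kb or more was above that level (two-sided permutation test, p = 0.001 in both replicates). Chance hits alone would therefore not give this share, but the comparison is the flagged result itself and no separate test. The low share at short distances is not separate evidence. Convergent and divergent pairs alternate along a chromosome, so their numbers over all distances are nearly equal (8613 and 8614 in replicate 1), and an excess of convergent over divergent pairs at long distances requires the opposite at short ones. A stricter motif threshold of 1e-05 gave 35.5% at 200 kb or more and 16.6% under 10 kb, which does not decide on chance hits, since the threshold also changes which motifs are neighbours. Pooled over all distances, the share was 24.3% (permutation p = 0.001) and at the stricter threshold 24.8%. There the permutation p was 0.281 in replicate 1 and 0.045 in replicate 2, so no difference over all distances is claimed. Copies of one repeat would carry their motifs in a fixed arrangement, but with the motifs in repeats left out (7.76% of motifs) the shares were 35.7% at 200 kb or more and 17.7% under 10 kb. Bound regions split into 2 peaks would lie close together, but among neighbours 2 to 10 kb apart the convergent share was still 17.8%. In each of these tests within a class of distances both replicates stayed on the same side of the permuted share (two-sided permutation test, p = 0.001). A hypothesis is that long intervals without a bound CTCF motif are often the inside of loops or TADs, whose ends may carry convergent motifs. That hypothesis was not tested, because loops and boundaries were not analysed here, and it was formed on the same data.

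H3K4me3 peaks lay away from annotated gene TSSs (more than 1 kb) in 67.2% ± 3.17 (SD, n = 2) of cases, and 70.8% ± 0.580 of these distal peaks overlapped an H3K27ac peak of the same replicate number, against 9.35% and 9.81% after circular shifts in replicates 1 and 2 (one-sided permutation test, p = 0.001). The distal peaks were weaker than those at TSSs, with a median fold enrichment of 5.38 and 4.56 compared with 49.4 and 23.9. Starts of other annotated transcripts were tested: of the distal peaks, 6.69% lay within 1 kb of the start of any of the 54771 annotated transcripts, which argues against these starts as the main source. Weak peaks near the calling threshold were not the whole cause, since 61.2% of peaks with a −log10 q-value of at least 5 were distal. Placement by chance is argued against by the other replicate, which had a peak at 77.4% of the distal peaks, against 5.03% after shifts. The share was 86.9% for the distal peaks of replicate 1 and 67.9% for those of replicate 2. False peaks that recur at the same place in both replicates would also overlap, and they were not tested. Starts of transcripts missing from the annotation and binding of the antibody to other methylation states of H3K4 were not tested either. A biological reading, that enhancers marked by H3K27ac may carry a lower level of H3K4me3 in PEFs, therefore remains a hypothesis that these tests leave open.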

How the results depend on the processing

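Of the alternatives, a −log10 q-value of at least 2, which corresponds to the q-value of the methods, was chosen after the data were seen, and the others were planned. Over the 45 results, 236 values were computed under an alternative. The 31 results with a test against shifts, random placement, permuted strands or control sequences were judged by direction and side of the threshold, whatever the size of the change. Of their 107 values under an alternative, 102 kept both, 3 lost significance and 2 changed direction. Many of them changed in size, since 41 of the 98 that have an SD between replicates moved by more than 1 SD. Values without a test were judged by size (1 SD of the replicates, 1.5 times for counts, or for correlations of fold enrichment 1 SD over the 19 chromosomes), and apart from the fits that left out a replicate 32 stayed within these limits and 19 moved beyond them. The cause was not tested for any of these, except where the construction of the alternative gives it.

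All of these changes of a tested result came from the motif threshold of 1e-05. The share of neighbouring CTCF motifs on the same strand went from 50.6% to 49.96% at 10 to 50 kb, where neither differs from permuted strands, and from 50.3% to 48.8% at 50 to 200 kb, where it was then below the permuted share in both replicates (larger permutation p = 0.043, without adjustment). Over all distances, the shares of convergent, divergent and same-strand pairs were 24.8%, 24.77% and 50.5%. They no longer differed from permuted strands in replicate 1 (permutation p = 0.281, 0.291 and 0.283). In replicate 2 the permutation p stayed under 0.05 (0.045, 0.042 and 0.043, without adjustment), so the replicates disagreed. These 3 shares are 1 quantity, because convergent and divergent pairs alternate along a chromosome and pairs on the same strand are the remainder, so their loss of significance counts as 1 change.

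An IDR threshold of 0.01 lowered the share of peaks common to both replicates to 54.3% for H3K4me3, 42.6% for H3K27ac and 69.8% for CTCF, and the number of CTCF peaks per 40 kb bin to 0.489; it keeps a subset of the overlapping peaks by construction. Keeping only CTCF peaks found in both replicates gave 0.636 per bin. When at least 50% of both peaks had to be shared, the correlation of fold enrichment between replicates rose to 0.932 for H3K4me3 and 0.920 for H3K27ac. Peaks with a −log10 q-value of at least 5 gave a correlation of 0.832 for H3K27ac, and put an H3K4me3 peak at 55.5% and an H3K27ac peak at 49.7% of gene TSSs, compared with 56.2% ± 0.133 and 51.5% ± 0.803 for all peaks. With a TSS distance of 5 kb these shares were 63.9% and 59.8%, and with protein-coding genes only they were 69.6% and 62.0%. The density in the window of chromosome 3 from 14 to 19 Mb relative to the whole chromosome was 1.20 for H3K27ac and 1.58 for H3K4me3. It was 1.33 and 1.72 with a −log10 q-value of at least 5, and 1.28 and 1.85 for covered base pairs. In the window from 74 to 89 Mb, the ratio for H3K27ac was 0.987, and 0.939 with a −log10 q-value of at least 5. Where the SD of the 2 replicates is small, a small shift counts as a move.

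Leaving out a replicate leaves the value of the other, which with 2 replicates always lies within 1 SD of their mean, so the 78 values obtained this way say nothing about stability. Joining peaks within 200 bp changed no count, because the closest peaks of a library were at least 323 bp apart. No paired analysis was possible because no result compares groups of libraries by a model; crossing the replicate numbers gave a mean rho of 0.646 for H3K27ac with H3K4me3 (0.643 with the same numbers), and 29.0% and 22.8% for the overlap of CTCF with H3K27ac and H3K4me3. The reads behind each peak are not given, so what the difference in depth between the CTCF replicates limits was not determined.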

Differences from the paper's values

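The highest q-value of a peak in the deposited lists was 0.0499, whereas the paper's stated threshold is 0.01. Of the alternatives set before the data were examined, the one that changes this value, a −log10 q-value of at least 5, gave 1e-05 and did not bring it to the paper's. A −log10 q-value of at least 2, chosen after the values were seen, gives 0.0100 by construction. The number of peaks in each library equals the paper's in Table S1 with the lists as deposited, and joining peaks within 200 bp left the mean of each mark unchanged; the stricter q-values and the restriction to chromosomes 1 to 18 and X gave lower numbers, all within 1.5 times.

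The other values compared were within 1.5 times the paper's, the limit used here beside the SD of the replicates. The mean number of CTCF peaks per 40 kb bin was 0.703 ± 0.0515 (SD, n = 2), which differs by more than the SD but by less than 1.5 times, where the paper's random positions show about 0.50 in Fig. 1g, read by eye. The methods merge the peaks of replicates at an IDR threshold of 0.01. With that threshold, an alternative set before the data were examined, the mean number was 0.489, closer to the figure. The paper's text does not say which peaks Fig. 1g counts, so the value of 0.703 may rest on a different set of peaks. For gene TSSs the value was 0.469, where the paper's random positions show about 0.42 in Fig. 1g, read by eye.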

Other observations

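The tests of a missing chromosome Y and of GC content were chosen after the results were seen. The use of CTCF peaks on chromosome Y against silent genes was also chosen afterwards. The tests of sequencing depth, of shared sequence and of silent genes by their H3K4me3 peaks were stated before their results were computed.

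CTCF replicate 2 had 44682 peaks and replicate 1 had 40289, from 121531608 and 36693748 total reads (Table S1). The 6326 peaks of replicate 2 without a partner had a median fold enrichment of 5.23, compared with 23.4 for the shared ones, but the 1615 peaks of the shallower replicate 1 without a partner were as weak, at 5.24 compared with 20.6. Peaks without a partner were also weak for H3K27ac, at 3.01 and 3.11, where the replicates have nearly the same number of reads. The weakness of such peaks therefore does not bear on depth, and depth cannot be told apart from other differences between the CTCF libraries, because the number of reads after filtering was not used here. Both libraries are from the same cell type, so no biological explanation was tested.

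H3K4me3 fold enrichment was lower in replicate 2, most clearly at TSSs, where matched peaks had a median of 50.0 in replicate 1 and 24.2 in replicate 2. The peaks found only in replicate 2 were poor in GC, with a median of 40.4% around the summit, compared with 52.8% for its shared peaks. The ratio of the fold enrichment of replicate 1 to replicate 2 increased with GC content at equal fold enrichment, with a partial rank correlation of 0.510 across 12834 matched peaks at TSSs and 0.625 across 20237 away from TSSs. The same correlation was −0.236 and −0.286 for H3K27ac, and −0.189 and 0.0216 for CTCF. A difference in GC bias between the H3K4me3 libraries may therefore account for part of the difference in fold enrichment. A difference in the efficiency of the pull-down was not tested, and both libraries are from the same cell type, so no biological explanation was tested.

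Chromosome Y, which the paper leaves out of its Hi-C analysis, held 36 peaks over the 6 libraries, all between 3368297 and 5983778 of its 43.5 Mb. No library had a peak beyond 6 Mb, where the annotation lists 57 protein-coding genes. For 7 genes annotated in this part with a counterpart on chromosome X (EIF1AX, EIF2S3, ZFX, DDX3X, USP9X, KDM6A and KDM5C), 7 of the X copies had an H3K4me3 peak at the TSS in both replicates, and 0 of the Y copies had one in either replicate. The count of 0 follows from the choice of these genes, all in the part without peaks, and is no separate evidence. Reads lost because of shared sequence are argued against, since 98.4% of the 32-mers of the Y promoters occur once in the genome. Cells without a chromosome Y, such as cells from female fetuses, would leave these promoters without peaks, but 21 of the 36 peaks on Y had no 32-mer in common with the sequence of X. These peaks may come from chromosome Y itself or from parts of X that the assembly places on Y only. Silent Y gene copies alone would leave CTCF peaks away from genes. Bins of 50 kb without a TSS held 0.608 and 0.680 CTCF peaks in replicates 1 and 2, outside chromosome Y. CTCF peaks numbered 9.59 and 11.0 per Mb on X, but no library had one in the 37.6 Mb of Y after the last peak. These values argue against silent gene copies as the only cause, although sequence uniqueness beyond 6 Mb was examined at the 7 promoters only. Female cells and a mixture of fetuses with few Y-bearing cells cannot be told apart with these lists. The sex of the fetuses is not used here and no read counts are given.

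At the genes listed in advance by cell type, the marks were as follows. All 13 fibroblast genes (COL1A1, COL1A2, COL3A1, FN1, VIM, THY1, PDGFRA, PDGFRB, TWIST1, PRRX1, LUM, DCN and FAP) had H3K4me3 and H3K27ac peaks at the TSS in both replicates. Of the 11 genes of other cell types, 4 had H3K4me3 in both replicates (SOX2, MYOD1, NEUROD1 and CDX2) and 0 had H3K27ac in both. SOX2 had a fold enrichment of 25.8 and 17.1 for H3K4me3, and an H3K27ac peak of 2.77 in replicate 2 only. The other 7 (POU5F1, NANOG, ALB, PTPRC, CDH5, KRT5 and GFAP) had neither mark. Of 36 annotated HOX genes, 33 had H3K4me3 in both replicates and 28 had both marks in both. The genes without H3K4me3 were HOXB1, HOXC11 and HOXD3, named after their values were seen. IGF2 had no H3K4me3 or H3K27ac peak within 1 kb of its annotated TSS. Only the start of the annotated gene was examined, for IGF2 as for the other genes listed, so peaks elsewhere in a gene were not counted.

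The widest H3K4me3 regions shared by both replicates lay at HOXB5, HOXB6 and HOXB7 (chromosome 12, 24827646 to 24861187, 22750 bp shared), in the HOXA cluster (chromosome 18, 45393406 to 45435752, 19345 bp) and in the HOXC cluster (chromosome 5, 19201378 to 19253557, 19079 bp), followed by PRRX1 (18288 bp) and GATA3 (17522 bp). The highest mean fold enrichment of H3K4me3 was at PHF23 and GABARAP (74.3), ZSCAN2 (73.7) and MAGOH (73.1), and that of H3K27ac at RHBDD3 and EWSR1 (64.8), LOC106508501 (61.0) and TSC1 (60.9). The SD between replicates ranged from 22.3 to 42.0 at these H3K4me3 regions and from 8.67 to 17.5 at these H3K27ac regions, so the order is not resolved for either mark. The highest CTCF peaks lay inside GBE1 at a distance of 115427 bp from its TSS (160 ± 8.40), 10187 bp from the TSS of PDHA1 on chromosome X (142 ± 40.4) and 22181 bp from the TSS of LOC100518052 (124 ± 5.90; SD, n = 2).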
